# Myostatin genetic inactivation inhibits myogenesis by muscle-derived stem cells *in vitro *but not when implanted in the mdx mouse muscle

**DOI:** 10.1186/scrt152

**Published:** 2013-01-07

**Authors:** James Tsao, Dolores A Vernet, Robert Gelfand, Istvan Kovanecz, Gaby Nolazco, Kevin W Bruhn, Nestor F Gonzalez-Cadavid

## Abstract

**Introduction:**

Stimulating the commitment of implanted dystrophin+ muscle-derived stem cells (MDSCs) into myogenic, as opposed to lipofibrogenic lineages, is a promising therapeutic strategy for Duchenne muscular dystrophy (DMD).

**Methods:**

To examine whether counteracting myostatin, a negative regulator of muscle mass and a pro-lipofibrotic factor, would help this process, we compared the *in vitro *myogenic and fibrogenic capacity of MDSCs from wild-type (WT) and myostatin knockout (Mst KO) mice under various modulators, the expression of key stem cell and myogenic genes, and the capacity of these MDSCs to repair the injured gastrocnemius in aged dystrophic mdx mice with exacerbated lipofibrosis.

**Results:**

Surprisingly, the potent *in vitro *myotube formation by WT MDSCs was refractory to modulators of myostatin expression or activity, and the Mst KO MDSCs failed to form myotubes under various conditions, despite both MDSC expressing Oct 4 and various stem cell genes and differentiating into nonmyogenic lineages. The genetic inactivation of myostatin in MDSCs was associated with silencing of critical genes for early myogenesis (*Actc1, Acta1, and MyoD*). WT MDSCs implanted into the injured gastrocnemius of aged mdx mice significantly improved myofiber repair and reduced fat deposition and, to a lesser extent, fibrosis. In contrast to their *in vitro *behavior, Mst KO MDSCs *in vivo *also significantly improved myofiber repair, but had few effects on lipofibrotic degeneration.

**Conclusions:**

Although WT MDSCs are very myogenic in culture and stimulate muscle repair after injury in the aged mdx mouse, myostatin genetic inactivation blocks myotube formation *in vitro*, but the myogenic capacity is recovered *in vivo *under the influence of the myostatin+ host-tissue environment, presumably by reactivation of key genes originally silenced in the Mst KO MDSCs.

## Introduction

The lipofibrotic degeneration of skeletal muscle (that is, excessive deposition of endomysial collagen, other extracellular matrix, and fat), characterizes muscle dystrophy, and in particular Duchenne muscular dystrophy (DMD) [1,2], as seen also in its animal model, the mdx mouse [3-5]. This process, associated with inflammation and oxidative stress [6], is partially responsible for the severe muscle contractile dysfunction in DMD and the mdx mouse, caused mainly by the bouts of myofiber necrosis due to dystrophin genetic inactivation. In the gastrocnemius, these processes are rather mild in young animals but become particularly severe after 8 to 10 months of age [4]. Dystrophic muscle fibrosis not only is a major factor for DMD mortality, but also hampers the uptake and survival of cells implanted for potential therapeutic approaches [7] and/or may drive their differentiation into myofibroblasts [4]. Therefore, trying to ameliorate this process while stimulating myogenesis constitutes an ancillary strategy to favor repair and regeneration of dystrophic muscle tissue, even under ineffective or absent dystrophin replacement.

Although pharmacologic approaches to combat muscle lipofibrotic degeneration and the underlying chronic inflammation are being widely investigated, biologic factors such as myostatin, the main negative regulator of muscle mass [8], are also potential key targets. Myostatin, a member of the TGF-β family, aggravates muscle dystrophy not only as an antimyogenic agent but also as a profibrotic and adipogenic factor [9-14]. Inhibition of myostatin by using its propeptide, shRNA, or specific antibodies, improves myogenesis and reduces fibrosis in the mdx mouse [15-17] and also in the rat [18]. The same effects are generated in response to genetic deletion of myostatin in the myostatin knockout (MST KO) mouse, in which myofiber hypertrophy is associated with less fat and reduced fibrosis [19-23].

It is assumed that in the dystrophic or injured muscle, tissue repair and the opposite process of lipofibrotic degeneration involve not only the differentiation of progenitor satellite cells and fibroblasts into myofibers and myofibroblasts, respectively, but also the modulation of lineage commitment by stem cells present in the adult muscle [24-26]. These stem cells have been isolated from the rodent and human skeletal muscle and named, in general, muscle-derived stem cells (MDSCs), because they have the ability to differentiate *in vitro *into multiple cell lineages and to generate myofibers, osteoblasts, cardiomyocytes, or smooth muscle cells after implantation into the skeletal muscle, bone, heart, corpora cavernosa, or vagina, respectively [27-31]. They are not satellite cells and may act also by secreting paracrine growth factors that are believed to modulate the differentiation of endogenous stem cells or the survival of differentiated cells in the tissue [32-34]. However, the roles of MDSCs in the biology and pathophysiology of the skeletal muscle are largely unknown.

Myostatin modulates the differentiation of pluripotent cells *in vitro*, albeit in some cases, with conflicting outcomes [14,35-37]. It also inhibits the proliferation and early differentiation of both satellite cells from the skeletal muscle and cultured myoblasts, and blocking its expression improves the success of their *in vivo *transplantation [38-40]. To our knowledge, no reports are available on myostatin effects on MDSC differentiation, either *in vitro *or in the context of repairing the exacerbated lipofibrosis in the injured muscle of aged mdx mice.

MDSCs obtained from wild-type (WT) mice have been tested experimentally, aiming to trigger repair of the mdx muscle with variable results [31-45], but they appear to be superior in this respect to myoblasts or satellite cells [46]. However, some of the main limitations of myoblast therapy, when translated from the murine models into DMD and other human muscle dystrophies, may also affect the MDSCs and other types of stem cells [47]. Therefore, it is a therapeutic goal to enhance the repair capacity of WT MDSCs by *in vitro *or *in vivo *modulation of their multilineage potential, and to stimulate or even awake endogenous stem cells of dystrophic muscle to regenerate myofibers while avoiding differentiation into cells responsible for lipofibrotic degeneration. Such an approach may be provided by the use of MDSCs where myostatin is genetically inactivated (that is, obtained from the Mst KO mouse), under the assumption that myogenesis would be stimulated and the undesired lineage commitment reduced, even when implanted into a host tissue environment with normal myostatin expression. No reports are available on the *in vitro *and *in vivo *differentiation of these MDSCs and how this affects, even paracrinely, muscle repair.

### Potential *in vitro *modulation of MDSCs, or the effects that myostatin or dystrophin gene inactivation exert on this balance

In the current study, we have investigated the *in vitro *myogenic versus fibrogenic and adipogenic differentiation of Mst KO MDSCs *vis-à-vis *the WT counterpart, and the effects of manipulation of these processes by modulating myostatin expression or activity, and by other putative regulators of muscle mass and fibrosis. Their differential *in vitro *features in terms of the expression of some key stem cell and myogenic genes, and the repair ability of Mst KO MDSCs in the injured mdx muscle, also were studied. The ultimate goal is to gain a preliminary insight into how *in vitro *preconditioning of MDSCs by pharmacologic or gain-of-function approaches may modulate their capacity to repair dystrophic skeletal muscle, to design *in vivo *pharmacologic interventions that may mimic these processes, and even myostatin blockade in the host muscle to activate myogenesis in the endogenous dystrophin-negative MDSCs.

## Materials and methods

## MDSC isolation

Mst knockout mice (C57BL/6J/Mst^-/-^), referred to here as Mst KO, are regularly maintained and bred in our vivarium on a BL/6 background [48], derived from the original strain on a Balb/c background. Aged-matched wild-type control mice (C57BL/6J), referred to here as WT, were from Jackson Laboratories (Bar Harbor, ME, USA). Hindlimb muscles from the WT and Mst KO male mice (12 to 16 weeks old) were subjected to the preplating procedure to isolate MDSCs [49,50], by using a modification of a well-validated method that has led to extensively characterized stem cell populations [5,27-30,46,49]. Tissues were dissociated by using sequentially collagenase XI, dispase II, and trypsin, and after filtration through 60-μm nylon mesh and pelleting, the cells were suspended in plating medium (PM), containing Dulbecco Modified Eagle Medium (DMEM), with 10% fetal bovine serum (FBS), 10% horse serum, and 0.5% chick embryo extract (US Biological, Marblehead, MA, USA). Cells were plated onto collagen I-coated flasks for 1 hour (preplate 1 or pP1), and 2 hours (preplate 2 for pP2), followed by sequential daily transfers of nonadherent cells and replatings for 2 to 6 days, until preplate 6 (pP6). The latter is the cell population containing MDSCs. Sca1^+ ^cells were selected with immunobeads (Milteni, Auburn, CA, USA) coated with antibody against Sca1 as small cells with a large nucleus that easily form clusters/spheroids [24-27]. Cells were subjected to flow cytometry, as described later, for the MDSC standard markers Sca1, CD34, and CD44, and for the key stem-cell gene, Oct 4 [43], maintained in growth medium (GM) GM-20 (DMEM, with 20% FBS) on regular culture flasks (no coating) and used in passages 14 to 28. WT MDSCs have been maintained in our laboratory for at least 40 generations with the same, or even increasing, growth rate.

## Flow cytometry

MDSC and KO cells were grown in GM-20, washed twice with Hanks, disaggregated by repeated pipetting in Cell Stripper (Mediatech, Manassas, VA, USA), pelleted, and resuspended in staining buffer consisting of PBS, 3% FBS, 0.01% Na azide (SB). Cells were incubated in the presence of antibodies for 30 minutes on ice, washed twice with SB, and finally resuspended in SB for flow cytometry on an LSR II (BD Biosciences, San Jose, CA, USA). Data analysis and plotting were done by using FACSDiva Version 6.1.1 software. All fluorophore-conjugated antibodies and isotype controls were from eBioscience (San Diego, CA, USA), as follows: CD44-APC-eFluor 780; CD34-eFluor 660; Sca1-PE; Oct 4-PE (performed separately, after cell permeabilization with BD CytoFix/CytoPerm Kit), and the appropriate rat isotype controls IgG2b-APC-eFluor 780, IgG2a-eFluor 660, and IgG2a-PE. BD CompBeads (rat) were used for compensation.

## Stem cell characterization, differentiation, and modulation

MDSC cultures were analyzed for the expression of stem cell markers, as described later, on collagen-coated six-well plates and eight removable-chamber plates. Multipotency was analyzed in 2-week incubations with GM-20 or GM-10 (GM with 10% FBS) supplemented or not with 10 n*M *DMSO or 5 ng/ml TGF-β1, or, to induce myofiber formation, after reaching confluence, for 2 to 3 weeks with GM-HC (DMEM, 10% FBS, 5% horse serum, and 50 μm hydrocortisone to promote proliferation, a key event in myogenic differentiation) [44,45], or as described. In certain cases, cultures were treated with or without 20 μ*M *5'-azacytidine (AZCT) in GM-20 for 3 days to induce multipotency, before switching them to the appropriate medium [11,14,51].

For the tests on the modulation of MDSCs skeletal myotube formation by various factors, cells were allowed to reach confluence, switched to GM-HC, and incubated for 2 weeks with 2 μg/ml recombinant 113-amino acid myostatin protein (R-Mst), a biologically active recombinant 16-kDa protein containing 113 amino acid residues of the processed human myostatin protein (BioVendor Laboratory Medicine Inc., Palackeho, Czech Republic) [14,52,53], or with a recombinant mouse follistatin protein (RD Systems, Minneapolis, MN, USA) at 0.2 μg/ml [11,14], changing medium twice a week. In other experiments, incubations with the monoclonal (Chemicon International, Temecula, CA, USA) and polyclonal (Millipore Corp, Billerica, MA, USA) antibodies against myostatin (1:20) were substituted for the previous treatments. Alternatively, the adenoviruses expressing the mouse myostatin full-length cDNA under the CMV promoter (AdV-CMV-Mst375) and an shRNA, which targets myostatin RNA and inhibits more than 95% of myostatin gene expression [11,14,18] (AdV-Mst shRNA) were transduced into MDSCs at 80% confluence. Then cells were switched to GM-HC medium, as described earlier.

## Implantation of MDSCs into skeletal muscle

Male mdx mice (C57BL/6/10ScSn-Dmd^mdx^), referred to here as "mdx", obtained from Jackson Laboratories (Bar Harbor, ME, USA) were allowed to reach 10 months of age, to allow lipofibrotic degeneration to become more evident, not only in the diaphragm but also in the gastrocnemius. In contrast, in young animals (12 to 16 weeks of age), the first round of muscle necrosis and regeneration had already subsided (stable phase).

Mice were treated according to National Institutes of Health (NIH) regulations with an Institutional Animal Care and Use Committee-approved protocol. In one experiment, the WT and mdx MDSCs (0.5 to 1.0 × 10^6 ^cells/50 μl saline) were labeled with the nuclear fluorescent stain, 4',6-diamidino-2-phenylindole (DAPI) [27-30], and implanted aseptically under anesthesia into the surgically exposed tibialis anterior. The muscle had been cryoinjured by pinching it for 10 seconds with a forceps cooled in liquid nitrogen immediately before implantation. Control mice with the same cryoinjury received saline. Mice were killed after 2 weeks, and the tibialis excised and subjected to cryoprotection in 30% sucrose, embedding in OCT, and cryosectioning.

In another experiment, the DAPI-labeled WT and Mst KO MDSCs (0.5 × 10^6 ^cells/50 μl GM) were implanted into the central region of the surgically exposed left gastrocnemius of 10-month-old mdx mice, which 4 days earlier had been injured with two injections of notexin in both tips of the muscle (total: 0.2 μg in 10 μl saline). Control muscle-injured mice were injected with saline (*n *= 5/group). Mice were killed at 3 weeks, the gastrocnemius excised, and a section around the site of notexin injection was used for cryosectioning. The remaining tissue was kept frozen at -80°C.

### Immunocytochemistry and dual immunofluorescence

Cells on collagen-coated eight-well removable chambers, fixed in 2% *p*-formaldehyde, and 10 μm unfixed frozen tissue sections, were reacted [10,11,14,18,29,30] with some of the following primary antibodies against (a) human myosin heavy-chain fast, detecting both MHC-IIa and MHC-IIb); monoclonal, 1:200 Vector Laboratories, Burlingame, CA, USA), a marker for skeletal myotubes and myofibers; (b) human ASMA (mouse monoclonal in Sigma kit, 1:2, Sigma Chemical, St. Louis, MO, USA), a marker for both SMCs and myofibroblasts; (c) neurofilament 70 (NF70; mouse monoclonal, 1:10, Millipore); (d) Dystrophin (rabbit polyclonal, 1:200 Abcam, Cambridge, Massachusetts, USA); (e) Sca-1 (mouse monoclonal, 1:100, BD Pharmingen, San Jose, CA, USA) and M.O.M blocking kit (Vector, Burlingame, CA, USA); and (f) Oct 4 (rabbit polyclonal, 1:500, BioVision, Mountain View, CA, USA). When MDSCs in eight-well chambers were not previously tagged with DAPI, all nuclei were stained with coverslips with DAPI antifading emulsion.

Cultures or tissue sections not involving DAPI labeling were subjected to immunohistochemical detection by quenching in 0.3% H_2_O_2_, blocking with goat (or corresponding serum), and incubated overnight at 4°C with the primary antibody. This was followed by biotinylated anti-mouse IgG (Vector Laboratories), respectively, for 30 minutes, the ABC complex containing avidin-linked horseradish peroxidase (1:100; Vector Laboratories), 3,3' diaminobenzidine, and counterstaining with hematoxylin, or no counterstaining. For cells labeled with DAPI, fluorescent detection techniques were used. The secondary anti-mouse IgG antibody was biotinylated (goat, 1:200, Vector Laboratories), and this complex was detected with streptavidin-Texas Red. After washing with PBS, the sections were mounted with Prolong antifade (Molecular Probes, Carlsbad, CA, USA). Negative controls in all cases omitted the first antibodies or were replaced by IgG isotype. In the case of Oct 4, streptavidin-FITC was used.

In tissue cryosections for experiments involving DAPI-labeled cells (10 μm), tissue sections were processed in regions where the DAPI^+ ^cells could be detected. Muscle fibers were either stained with hematoxylin/eosin, or by MHC-II antibody, either by Texas red fluorescence as previously described, or with the diaminobenzidine tetrahydrochloride-based detection method (Vectastain-Elite ABC kit; Vector Labs), counterstaining with Harris hematoxylin. Tissue sections that were incubated with mouse IgG instead of the primary antibody served as negative controls. The sections were viewed under an Olympus BH2 fluorescent microscope, and cell cultures, under an inverted microscope. In some cases, the cytochemical staining was quantitated by image analysis by using ImagePro-Plus 5.1 software (Media Cybernetics, Silver Spring, MD, USA) coupled to a Leica digital microscope bright-field light fluorescence microscope/VCC video camera. After images were calibrated for background lighting, integrated optical density (IOD, area × average intensity) was calculated.

## Gene transcriptional expression profiles

Pools of total cellular RNA from three T25 flasks for each MDSC cultured in DM-20 were isolated with Trizol-Reagent (Invitrogen, Grand Island, NY, USA) and subjected to DNAse treatment, assessing RNA quality by agarose gel electrophoresis. cDNA gene microarrays (SuperArray BioScience Corp., Frederick, MD, USA) [11,24,41] were applied, by using the mouse stem cell (OMM-405), Oligo GEArray microarray. Biotin-labeled cDNA probes were synthesized from total RNA, denatured, and hybridized overnight at 60°C in GEHybridization solution to these membranes. Chemiluminescent analysis was performed per the manufacturer's instructions. Raw data were analyzed by using GEArray Expression Analysis Suite (SuperArray BioScience Corp.). Expression values for each gene based on spot intensity were subjected to background correction and normalization with housekeeping genes, and then fold changes in relative gene expression were calculated. Microarray data were deposited in the Gene Expression Omnibus (GEO) public repository (accession number GSE28986).

The expression of some of the down- or upregulated genes detected earlier was examined on 1 μg RNA isolated from consecutive similar incubations performed in triplicate by reverse transcription (RT) by using a 16-mer oligo(dT) primer, as previously described [11,27], and the resulting cDNA was amplified using PCR in a total volume of 20 μl. The locations of the primers used for the quantitative estimation of mouse myostatin mRNA were nts 136 to 156 (forward) and 648 to 667 (reverse), numbering from the translation initiation codon, as previously described. For mouse GAPDH primers, sequences were from the mRNA sequence NM_008084.2, with a forward primer spanning nts 778-797 and reverse primer spanning nts 875-852, with a product length of 98 nt.

Additional primers were designed by using the NCBI Primer Blast program applied to mRNA sequences and synthesized by Sigma-Aldrich. Numbering refers to the length in NT from the 5' end of the mRNA: (a) Acta1 (skeletal muscle actin) NM_009606.2 (forward 501 to 520 and reverse 841 to 822; product length, 341); (b) Actc1 (cardiac actin) NM_009608.3 (forward 38 to 58 and reverse 554 to 530, product length 517); (c) MyoD NM_010866.2 (forward 515 to 534 and reverse 1013 to 994, product length 499); and (d) Pax3 NM_008781.4 (forward 1164 to 1183 and reverse 1893 to 1874, product length 730). The number of PCR cycles used for each primer set is stated in parenthesis, as follows: Actc1 (30), Acta1 (30), MyoD1 (33), Pax3 (28), and GAPDH (26). All primers were designed to include an exon-exon junction in the forward primer, except for GAPDH and MyoD1. Negative controls omitted cDNA.

### Protein expression by Western blots

Cells were homogenized in boiling lysis buffer (1% SDS, 1 m*M *sodium orthovanadate, 10 m*M *Tris pH 7.4 and protease inhibitors, followed by centrifugation at 16,000 *g *for 5 minutes [10,11,14,18,29,30]. Then 40 μg of protein was run on 7.5% or 10% polyacrylamide gels, and submitted to transfer and immunodetection with antibodies against (a) human ASMA (monoclonal, 1:1,000; Calbiochem, Billerica, MA, USA); (b) Oct 4, as for immunohistochemistry; (c) MyoD (rabbit polyclonal 1:200, Santa Cruz Biotechnology, Dallas, TX, USA); (d) MHC (fast), as for immunohistochemistry; (e) TGF-β1 (rabbit polyclonal, 1:1,000; Promega Corporation, Madison, WI, USA); (f) myostatin (rabbit polyclonal 1:1,000; Chemicon International Inc), (g) ActRIIb (monoclonal, 1:1,000, Abcam); and (h) GAPDH (mouse monoclonal, 1:3,000, Chemicon). Membranes were incubated with secondary polyclonal horse anti-mouse or anti-rabbit IgG linked to horseradish peroxidase (1:2,000; BD Transduction Laboratories, Franklin Lakes, NJ, USA, or 1:5,000, Amersham GE, Pittsburgh, PA, USA), and bands were visualized with luminol (SuperSignal West Pico; Chemiluminescent, Pierce, Rockford, IL, USA). For the negative controls, the primary antibody was omitted.

### Statistics

Values are expressed as the mean (SEM). The normality distribution of the data was established by using the Wilk-Shapiro test. Multiple comparisons were analyzed with a single-factor ANOVA, followed by *post hoc *comparisons with the Newman-Keuls test. Differences among groups were considered statistically significant at *P *< 0.05.

## Results

### MDSC cultures from the Mst KO resemble their counterparts from WT mice in morphology, replication, cell markers, and multipotent differentiation

WT MDSCs (pP6 fraction) formed *in vitro *the most robust skeletal myotubes (see next section) at about passage 13, and WT MDSCs and Mst KO MDSCs were compared from passages 10 through 28. The morphology of the proliferating cultures was similar, but the replication times for the Mst KO MDSCs were slower than those for the WT MDSCs (27.0 versus 19.8 hours, respectively). This morphology and replication pattern continued throughout the 13- through 28-passages period of study.

The WT MDSC culture was previously shown to be Sca1^+ ^[28]; Sca1 selection was used for both cultures, and flow cytometry confirmed its expression in subconfluent cultures in DM-10 of both the WT and Mst KO MDSCs (Figure 1A), with negligible isotype reaction. The similarity of both types of cells was evident as well for the expression of the two MDSC markers CD34, CD44, and the key embryonic stem cell marker, Oct 4, even if the cell populations show some heterogeneity in the expression of these markers. Oct 4 in both MDSC cultures is similarly well expressed, mainly in the nuclei (the Oct 4A isoform) with some additional cytoplasmic staining (Figure 1B). That MDSCs have some embryonic stem cell features is also suggested by a mild alkaline phosphatase reaction, a feature of embryonic stem cells (Figure 1C).

**Figure 1:**
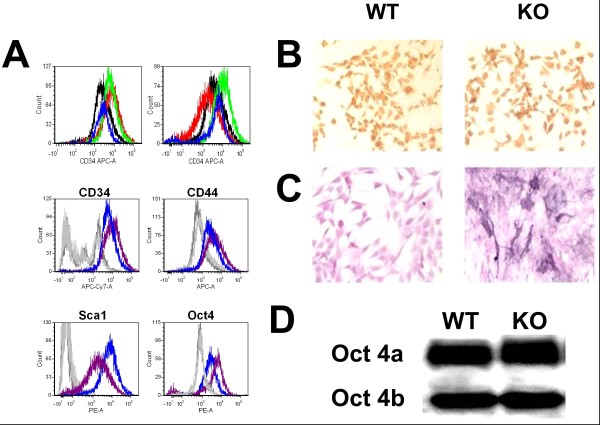
**Effect of genetic inactivation of myostatin on the expression of key stem cell marker genes in MDSC**. **(A) **Flow cytometry (no gate) was conducted for Sca1 (red), CD34 (black), CD44 (green), and Oct 4 (blue) in WT MDSCs (blue) and Mst KO MDSCs (purple), against the respective isotypes (not shown). Top panels: Left: WT MDSCs; Right: Mst KO MDSCs. Bottom panels: each antigen is compared separately for WT (blue) and Mst KO (purple), with the corresponding isotypes (WT, dark gray; Mst KO, light gray). **(B) **Representative pictures of proliferating MDSCs that were subjected to immunocytochemistry for Oct 4, showing nuclear location in most cells (200×). **(C) **Proliferating MDSCs that were subjected to cytochemistry for alkaline phosphatase (200×). **(D) **Homogenates from the same cell cultures that were subjected to Western blot for Oct 4 (nuclear Oct 4a, 45 kDa; cytoplasmic Oct 4 b, 33 kDa). WT, wild type; MDSC, muscle-derived stem cell; Mst KO, myostatin knockout.

The stem cell nature of the nuclear Oct 4A expression was confirmed by the detection of the 45-kDa Oct 4A transcriptionally active protein accompanied to a lesser extent by the 33-kDa Oct 4B of cytoplasmic origin (Figure 1B bottom).

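RNA of WT, Mst KO and mdx MDSCs was compared on membrane arrays of oligonucleotide probes for stem cell-related genes, with 1 array for each MDSC type. The Mst KO mice lack myostatin, and the mdx mice lack dystrophin and serve as a model of muscular dystrophy. The paper gives 80% confluence for the WT and Mst KO cultures and does not state it for mdx, whereas the sample records describe all flasks as nearly confluent, and the RNA of each array was a pool from 3 T25 flasks. The paper describes labeled cDNA and the sample records describe labeled cRNA. Because each MDSC type has 1 array, the variation between cultures cannot be estimated, and no p value is given for any gene. Each array held 288 spots, of which 274 carried probes for 268 genes and 14 were controls. The deposited values are the authors' normalized spot intensities, made by subtracting the lowest spot of the array and dividing by 1 factor per array. The paper describes normalization by housekeeping genes; on these arrays the factor equals the mean of the middle 144 background-subtracted spots, which was 370 for WT, 363 for Mst KO and 309 for mdx. The raw intensity ran from 192 to 59363 on the WT array, from 189 to 61071 on the Mst KO array and from 178 to 58174 on the mdx array. The authors' software called 136 of the 268 genes (50.7%) present on the WT array, 133 (49.6%) on the Mst KO array and 126 (47.0%) on the mdx array. The lowest normalized intensity of a present gene was 0.697, 0.753 and 0.898, in the same order. Spots of one gene were averaged, and ratios were taken for genes present on at least 1 array of a pair. A difference of at least 2-fold between the deposited values was counted, since the paper's text names no threshold. Only for the fold given with a named gene that was absent on 1 array was its value there raised to the lowest present value. This fold is a lower limit for the deposited values, not under every scaling or background. The lowest present value is no detection limit, since Acan was called absent on the WT array at 1.14. Myostatin itself is not analysed here, so these values cannot check the genotype of a culture.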

The similarity of the Mst KO and WT MDSCs in terms of the expression of other stem cell-related genes was demonstrated by a DNA microarray analysis of a panel of 260 stem cell-related genes. Table 1 shows no substantial differences in the expression of most well-known embryonic stem cell genes, such as *c-Myc, Oct 4 (Pou5)*, alkaline phosphatase 2 and 5, telomerase reverse transcriptase, leukemia inhibitory factor (*LIF*), and mastermind-like 1, among the other related genes. This agrees with the fact that MDSCs appear to undergo a multilineage differentiation, and the capacity of these MDSCs seems to be qualitatively similar, as shown by the generation in neurogenic medium of cells expressing the neuronal marker NF70 (Figure 2), and in fibrogenic medium of cells expressing α-smooth muscle actin (ASMA), suggesting some neural or myofibroblast differentiation, respectively. However, the proportion of positive cells was lower in Mst KO MDSCs, and the cells expressing NF-70 lacked the more apparent neuronal morphology of the differentiated WT MDSCs. Both MDSC cultures also differentiated similarly into cells expressing calponin as smooth muscle cell marker and von Willebrand factor as endothelial cell marker (not shown).

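Pou5f1, which encodes Oct 4, had a normalized intensity of 10.0 in WT MDSCs and 16.7 in Mst KO MDSCs, a log2 ratio of 0.73. Myc, a transcription factor that promotes growth, was at 12.4 and 18.1 (log2 ratio 0.55). Maml1, a coactivator of Notch signaling, was at 13.1 in WT and 16.7 in Mst KO MDSCs. The alkaline phosphatases Akp2 (now Alpl) and Akp5 (now Alppl2) had values of 6.38 and 1.15 in WT MDSCs, and of 6.96 and 1.56 in Mst KO MDSCs. Lif, the cytokine that maintains embryonic stem cells in culture, was lower in Mst KO MDSCs, at 0.906 against 1.45 (log2 ratio -0.68). Tert, the catalytic subunit of telomerase, was at 0.956 in WT and 0.984 in Mst KO MDSCs, and Utf1, a transcription factor of undifferentiated cells, at 0.984 and 0.753. Fgf4, a growth factor of the early embryo, was at 2.51 and 1.91. Pparg, the nuclear receptor that drives fat cell differentiation, was at 1.13 and 1.75. Of 16 genes in the pluripotency list, 8 were present and all 8 lay within 2-fold. Their median log2 ratio of 0.08 was at percentile 68.9 of 10000 random lists of genes with similar expression. All of these 8 except Fgf4 are genes that the paper picked from these same arrays for Table 1, so the count and median are not independent evidence. The other 8, among them Nanog, Sox2 and Zfp42, were absent on the WT and Mst KO arrays. The log2 ratio of Pou5f1 was past 2-fold without background correction (1.04) and with 5 housekeeping genes (1.07), and that of Utf1 turned to 0.09 without background correction. That of Tert turned to -0.01 with local background. Here and below, values without background correction were also scaled to the 5 housekeeping genes, so both the background and the scaling differ from the deposited values.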

**Table 1:** Some stem cell-related genes are transcribed similarly in MDSCs, irrespective of myostatin inactivation

Gene	Function	WT	KO
*Myc*	Myelocytomatosis oncogene	12.4	18.1
*Pou5F1*	Pou domain (Oct4)	10.1	16.7
*Akp 2*	Alkaline phosphatase 2	6.4	6.9
*Akp 5*	Alkaline phosphatase 5	1.2	1.6
*Tert*	Telomerase reverse transcriptase	1.0	1.0
*Utf 1*	Undifferentiated embryonic cell TP1	1.0	0.8
*Man 1*	Mastermind-like 1	13.1	16.7
*Lif*	Leukemia inhibitory factor	1.5	0.9
*PPARγ*	Peroxisome proliferator-activated receptor γ	1.1	1.8

RNA from the two MDSC types at 80% confluence (not undergoing myogenesis) were treated by DNAse and submitted to DNA microarrays. Some key stem cell genes are selected. Values are relative expression levels normalized by housekeeping genes. 

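Gapdh, the glycolytic enzyme used here as a housekeeping control, had a mean normalized intensity of 113 ± 3.71 (SD, n = 3 spots) on the WT array and 97.7 ± 0.552 (SD, n = 3 spots) on the Mst KO array. Ppia, which encodes cyclophilin A, was at 89.5 ± 2.96 (SD, n = 3 spots) and 75.3 ± 3.75 (SD, n = 3 spots). B2m, the light chain of class I histocompatibility molecules, was at 33.0 ± 1.27 (SD, n = 3 spots) and 22.5 ± 1.46 (SD, n = 3 spots). The chaperone gene Hsp90ab1, with 1 spot, was at 30.8 and 26.8, and the ribosomal protein gene Rps27a, also with 1 spot, was at 20.5 and 14.6. Each SD is a spread between spots of one membrane and not between cultures. The median log2 ratio of the 5 housekeeping genes, Mst KO over WT, was -0.25, at percentile 9.8 of random lists, and it turned to 0.09 when the arrays were scaled to these 5 genes themselves, with or without background correction.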

GAPDH expression was 98 to 102. MDSC, muscle-derived stem cell; WT, wild type; KO, myostatin knockout.

**Figure 2:**
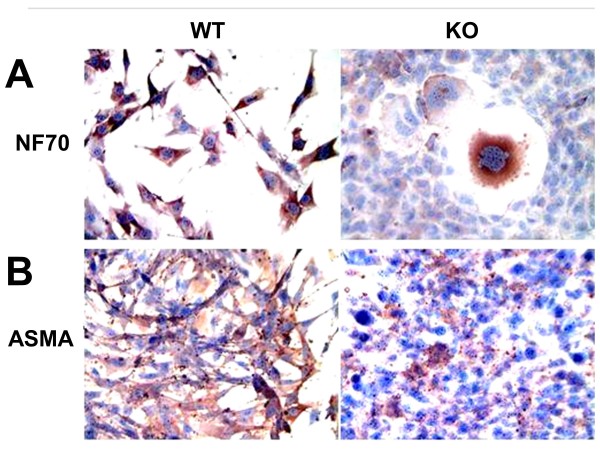
**Myostatin genetic inactivation does not block the multipotent nonmyogenic differentiation capacity of MDSCs**. Representative pictures of proliferating MDSCs treated for 2 weeks in differentiation media and subjected to immunocytochemistry for NF-70 **(A) **and ASMA **(B) **to detect marker expression of neural cells and myofibroblasts (200×). MDSC, muscle-derived stem cell; WT, wild type (muscle-derived stem cells); KO, myostatin knockout (muscle-derived stem cells); ASMA, α-smooth muscle actin.

### The genetic inactivation of myostatin is, however, associated with the loss of the ability of MDSCs to form myotubes *in vitro*, and with the downregulation of key myogenic genes

The WT MDSCs form large polynucleated myotubes expressing MHC II in confluent cultures on incubation for 1 to 2 weeks in GM-HC (Figure 3A, B). This myogenic medium [54,55] was selected based on its high efficiency as reported for adipose tissue stem cells and on our own preliminary results over a medium containing horse serum. However, remarkably, the Mst KO MDSC (Figure 3C) were unable to generate any myotube under these conditions, even after 4 weeks. Immunofluorescence detected high MHC II expression in the robust myotubes from WT MDSC (Figure 3D), but again, no MHC II or myotubes were found in the Mst KO confluent cultures (not shown). This is also illustrated in the Western blot analysis where the strong MHC II 210-kDa band in the WT MDSC extract is not seen in the confluent Mst KO MDSC (Figure 3E). The early myogenic marker MyoD is expressed as expected in the nonconfluent WT MDSCs in GM-20 (nonmyogenic medium), but very little in the Mst KO MDSCs.

**Figure 3:**
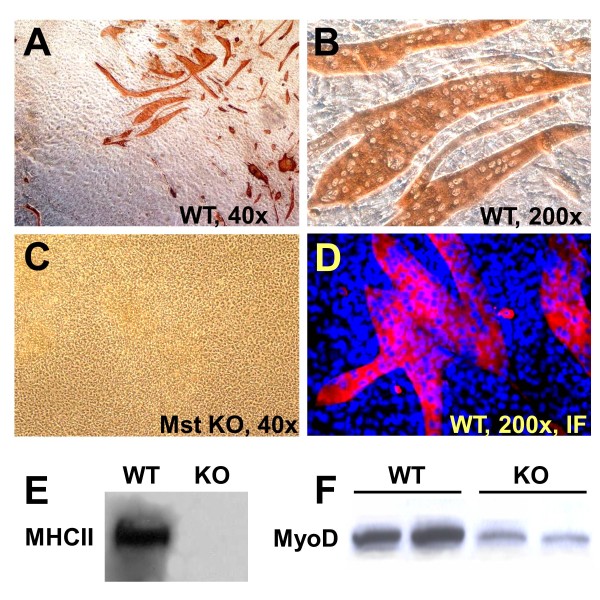
**Myostatin genetic inactivation blocks the myogenic differentiation capacity of MDSCs**. **(A-C) **Representative pictures of confluent MDSCs from the WT MDSCs and Mst KOs maintained for 2 weeks in myogenic medium and subjected to immunocytochemistry for MHC II to detect differentiation into polynucleated myotubes (magnifications as indicated). **(D) **Blue/red merge of confluent MDSCs in myogenic medium that were labeled with DAPI and submitted to immunofluorescent detection of MHC (200×); **(E) **Western blot for MHC II (210 kDa) in the confluent cultures undergoing myogenesis, and (F) for MyoD (45 kDa) in the nonconfluent cultures in nonmyogenic medium. MDSC, muscle-derived stem cell; WT, wild type; Mst KO, myostatin knockout; MHC, myosin heavy chain; DAPI: 4', 6-diaminido-phenylindole.

That this was not an artifact of poor myogenesis in the GM-HC medium was shown by the fact that although robust myotube formation in the WT MDSCs occurred in GM-10 or GM-20, even if of smaller size (Figure 4B and 4C compared with Figure 4A), not a single myotube was observed with confluent Mst KO MDSCs in these media (not shown). WT MDSC myogenic differentiation in medium with a high concentration of FBS indicates that cell-to-cell contact is sufficient to trigger MDSC myogenesis, and does not require growth-factor depletion. No adipogenesis was detected by Oil red O in GM-HC medium (not shown). Western blots of parallel confluent cultures of WT MDSCs showed that MHC-II was expressed in all media (triplicate cultures), although more intensively in GM-HC (Figure 4D). No difference in MyoD expression was found among the different media.

**Figure 4:**
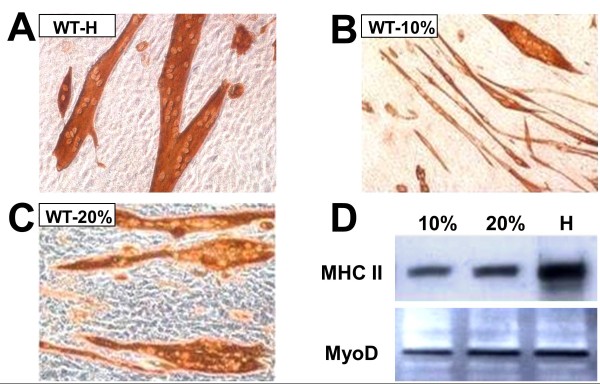
**The potent myotube-forming capacity of WT MDSCs in myogenic medium is decreased but still maintained under high serum concentrations, in the presence of steady MyoD expression**. **(A) **Representative micrographs of myotubes generated in confluent WT MDSCs maintained for 2 weeks in myogenic medium, as evidenced by immunocytochemistry for MHC II (200×); **(B) **and **(C) **as (A), but in PM with 20% or 10% serum (200×). **(D) **Representative Western blots for WT MDSCs incubated in triplicate in each of the previously mentioned cultures in the three types of media subjected to immunodetection for MHC II (210 kDa) and MyoD (44 kDa). 10, 10% PM; 20, 20% PM; H, myogenic medium; WT MDSC, wild-type (muscle-derived stem cell); MHC, myosin heavy chain; PM, plating medium.

Confluent Mst KO in several media were unable to form myotubes irrespective of passage. Myotube formation by WT MDSC cultures persisted for up to 40 passages, although the size and number of the myotubes started to decline as the passage number increased. Cultures of pP5 or pP5 from Mst KO mice obtained during the pre-plating procedure also failed to generate skeletal myotubes. 

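Of 10 genes in the skeletal myogenesis list, 8 were present in WT and Mst KO MDSCs; 4 of these were at least 2-fold lower in Mst KO MDSCs, and 4 lay within 2-fold. Des, the intermediate filament desmin of muscle cells, had a normalized intensity of 7.92 in WT and 6.52 in Mst KO MDSCs (log2 ratio -0.28). Ncam1, a cell adhesion molecule of myoblasts and neurons, was at 1.10 and 0.926 (log2 ratio -0.25). The other genes within 2-fold were Myf5 and Igf1, and the genes lower were Actc1, Myod1, Cdh15 and Spp1. The median log2 ratio of the 8 genes was -1.04, and 5 of 10000 random lists of genes with similar expression had a median as low. Myf6, a myogenic transcription factor that acts late in differentiation, was absent on both arrays, and none of 3 genes in the hedgehog list was present. The 4 lower genes are ones that the paper picked from these same arrays, so the median is not independent evidence. With the absent genes Myf6 and Mef2a included, the median was -0.27.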

Despite the drastic obliteration of MHC II^+ ^myotube formation in confluent Mst KO MDSCs, the transcriptional expression of most myogenesis-related genes in the respective proliferating cells was, as in the case of the stem cell genes in Table 1, very similar. For instance, expression of *BMPRs *(bone morphogenic protein receptors), the *Wnt *signaling receptors *frizzled *and j*ag, IGF1, Notch 1*, and *Notch 3*, was not reduced in Mst KO MDSCs as compared with the WT MDSCs (Table 2). However, six notable differences were noticed in which each gene was substantially downregulated in the Mst KO MDSCs, versus a strong expression in the WT MDSCs. They are *Spp1 *(secreted phosphoprotein 1, or osteopontin), *Actc 1 *(cardiac α-actin), *MyoD1*, *cadherin 15, Myf 5*, and *Notch 2 *(see Discussion). In contrast, other cadherins (11 and 6), related to neuromuscular development, were upregulated by ninefold and fourfold, respectively, in the Mst KO MDSCs. 

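Among the BMP receptors, Bmpr2 had a normalized intensity of 23.3 in WT and 20.3 in Mst KO MDSCs, Bmpr1a of 8.09 and 10.4, and Bmpr1b of 0.757 and 0.810. Igf1, a growth factor of muscle, was at 4.24 and 5.33. Jag1, a ligand of Notch receptors, was at 5.10 and 5.31, and Fzd1, a Wnt receptor, at 2.76 and 3.39. The receptor Notch1 was lower in Mst KO MDSCs, at 1.16 against 2.65 in WT MDSCs, a log2 ratio of -1.20. Notch3 was at 1.30 in Mst KO and 2.55 in WT MDSCs, a log2 ratio of -0.97 that was -0.42 without background correction and -1.12 with local background. Of 22 genes in the Notch list, 15 were present, of which Notch1 was lower and 14 lay within 2-fold, with a median log2 ratio of 0.06 (percentile 77.7 of random lists). Adam17, the protease that cleaves Notch receptors, was at 5.20 in WT and 9.43 in Mst KO MDSCs. Of 9 genes in the Wnt list, 6 had a median log2 ratio of 0.02 (percentile 57.6); Frat1, an inhibitor of the kinase Gsk3b, was present at 1.33 in WT MDSCs and absent at 0.520 in Mst KO MDSCs, a limit of 1.77-fold lower. Of 19 genes in the BMP and TGF-beta list, 5 were present, with a median of 0.36 (percentile 84.1), or 0.16 with Bmp2 as a lower limit. The growth factor Bmp4 was higher in Mst KO MDSCs, at 2.43 against 0.843 (2.89-fold), and Bmp2 was absent at 0.165 in WT and present at 0.780 in Mst KO MDSCs. For 14 genes of FGFs and other growth factors and receptors, the median was -0.07 (percentile 43.4); Fgf7 was at 4.56 in WT and 8.74 in Mst KO MDSCs, and Fgf5 at 1.93 and 0.974, and like Adam17 these were named after their values were seen. Without background correction, the log2 ratio of Notch1 was -0.58, within 2-fold, as it also was with Gapdh alone and with 5 housekeeping genes, that of Bmpr2 turned to 0.14 and the growth factor median to 0.29; these 2 also turned positive with Gapdh alone and with 5 housekeeping genes, and the growth factor median with median scaling and local background. With local background, the Notch and Wnt medians turned to -0.06 and -0.20 and the log2 ratio of Bmpr1b to -0.12, and with absent genes included the Notch median was -0.01.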

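In Mst KO MDSCs, 14 of 144 genes present on at least 1 of the 2 arrays were at least 2-fold lower than in WT MDSCs by the deposited values, and 10 were higher; with absent values raised to the lowest present value 11 were lower and 8 higher. Gja1, the gap junction protein connexin 43, was present at 16.1 in WT MDSCs and absent at 0.0581 in Mst KO MDSCs, at least 21.4-fold lower. Its single spot on the Mst KO array had a raw intensity of 210 beside a local background of 209. Cdh13, a cadherin without a cytoplasmic domain, was present at 3.12 in WT and absent at 0.668 in Mst KO MDSCs, at least 4.14-fold lower. Without background correction the log2 ratios were -3.37 for Gja1 and -1.18 for Cdh13. Bmper, a regulator of BMP signaling, was absent in Mst KO MDSCs at 0.392, against 1.04 in WT MDSCs, a limit of 1.39-fold lower. Cxcl12, a chemokine that attracts stem cells, was 9.13-fold higher in Mst KO MDSCs (10.2 against 1.12), and Pdgfra, a growth factor receptor of mesenchymal cells, was 6.81-fold higher (19.7 against 2.90). Of 17 genes in the cell cycle list, 14 were present; 3 were higher and 2 lower in Mst KO MDSCs, with a median log2 ratio of 0.15 (percentile 89.1 of random lists), which turned to -0.12 with local background and to -0.08 for genes present on both arrays. The cell cycle inhibitor Cdkn2b was absent at 0.649 in WT and present at 9.64 in Mst KO MDSCs, at least 13.8-fold higher. Its log2 ratio was 3.79 as a limit, and 3.40 at its lowest under the alternatives. The inhibitor Cdkn2a was 2.27-fold higher (2.01 against 0.886). Cyclin D2 (Ccnd2) was at least 2.59-fold higher, whereas the inhibitor Cdkn1a, a target of p53, was 3.12-fold lower (1.79 against 5.59). Cyclin A2 (Ccna2), at -1.10 on the log2 scale and named after its value was seen, came within 2-fold with median scaling, with Gapdh alone, with 5 housekeeping genes and without background correction. In the neural list, 7 genes had a median log2 ratio of -0.25 (percentile 16.1), or -0.18 with lower limits, which turned to 0.09 when scaled to 5 housekeeping genes and to 0.17 without background correction. In the list of hematopoietic and endothelial genes, 4 members including Cxcl12 had a median of 1.49 (percentile 99.7), or 0.37 with lower limits, and Mme, a peptidase on the cell surface, was absent at 0.148 in WT and present at 0.818 in Mst KO MDSCs. The 3 genes of cartilage, bone and matrix had a median of 0.12, and of the adipose, liver and epithelial list only Pparg was present, at a log2 ratio of 0.64. Scaled to 5 housekeeping genes, which moved the median of all genes by 0.34, 18 genes were higher and 9 lower; with Gapdh alone 14 and 9, and without background correction 15 and 7. Among genes present on both arrays, 6 were higher and 9 lower, and with every absent gene included 41 and 27.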

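Spp1, the secreted matrix protein osteopontin, had a normalized intensity of 70.7 in WT MDSCs and 20.3 in Mst KO MDSCs, 3.49-fold lower. Actc1, the actin of heart and fetal skeletal muscle, was 6.13-fold lower, at 6.52 against 39.9 in WT MDSCs. Myod1, a master transcription factor of skeletal myogenesis, was 6.59-fold lower, at 2.65 against 17.5. Cdh15, the M-cadherin of myoblasts, was 5.22-fold lower, at 1.66 against 8.67. Myf5, a transcription factor of early myogenic cells, was at 2.69 in WT MDSCs and 2.67 in Mst KO MDSCs (log2 ratio -0.01). The receptor Notch2 was at 2.26 and 2.59 (log2 ratio 0.20). On the log2 scale the ratios of the first 4 genes were -1.80 for Spp1, -2.61 for Actc1, -2.72 for Myod1 and -2.39 for Cdh15. These 4 stayed past 2-fold under every scaling and background tried, the nearest to 0 being -1.44 for Spp1 without background correction, where Cdh15 was at -1.74, and the log2 ratio of Myf5 turned positive under 5 alternatives, to at most 0.33 when scaled to 5 housekeeping genes. From the lower expression of actins, MyoD and osteopontin, the paper proposes that their downregulation could account for the lack of myogenic commitment of Mst KO MDSCs in vitro.

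**Figure D1:**
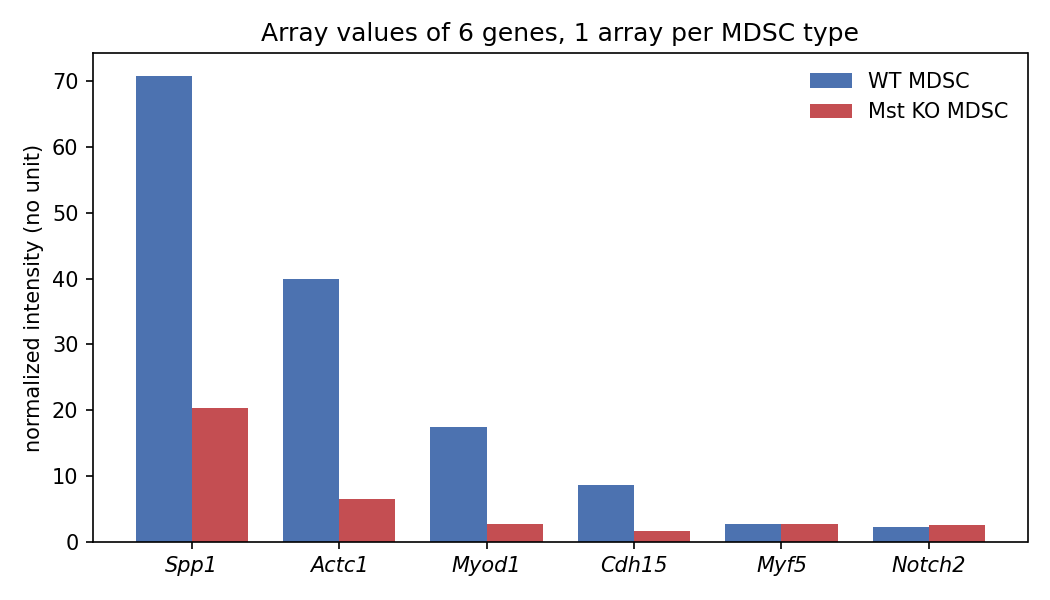
Normalized intensity (vertical axis) of Spp1, Actc1, Myod1, Cdh15, Myf5 and Notch2 in WT and Mst KO MDSCs, with 1 array per bar and no error bar. The first 4 genes stand lower in Mst KO MDSCs, and Myf5 and Notch2 stand at similar heights.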

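Cdh11, a cadherin of mesenchymal cells, was 8.88-fold higher in Mst KO MDSCs, with a normalized intensity of 65.6 against 7.39 in WT MDSCs (log2 ratio 3.15). Cdh6, a cadherin of kidney and nervous tissue, was 3.58-fold higher, at 9.02 against 2.52 (log2 ratio 1.84). Cdh2, the N-cadherin of neurons and muscle cells, was lower in Mst KO MDSCs, at 3.05 against 6.55 (log2 ratio -1.10). Ctnna1, the alpha-catenin that links cadherins to actin, was at 31.6 in WT and 14.2 in Mst KO MDSCs (log2 ratio -1.15), and beta-catenin (Ctnnb1) was at 28.1 and 26.1. The connexin Gja4 was at 67.7 and 87.4. Cd44, a receptor of hyaluronan, was at 1.60 and 1.81. The list of cadherins, integrins, catenins and connexins does not hold every such gene of the array, and leaves out Cdh13, which was lower in Mst KO MDSCs. Of its 21 genes, 14 were present, of which 2 (Cdh11 and Cdh6) were higher, 4 (Cdh15, Cdh2, Ctnna1 and Gja1) were lower and 8 lay within 2-fold. Their median log2 ratio of -0.15, at percentile 21.4 of random lists, turned positive, to at most 0.20, with Gapdh alone, 5 housekeeping genes, quantile normalization, no background correction, absent genes included, or genes present on both arrays. Cdh2, Ctnna1, Ctnnb1 and Gja4 were named after their values were seen, and the first 2 came within 2-fold with Gapdh alone, with 5 housekeeping genes and without background correction, Cdh2 also with median scaling and quantile normalization.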

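The myogenic genes Myod1, Actc1, Cdh15 and Spp1 were also low in mdx MDSCs, with normalized intensities of 2.68, 4.87, 1.34 and 6.98, which were 6.52-fold, 8.19-fold, 6.49-fold and 10.1-fold below the WT array. Cdh11 and Cdh6 were high in mdx MDSCs, at 68.7 and 9.83, as were the growth factor receptor Pdgfra at 37.5 and the cell cycle inhibitor Cdkn2b at 5.44. The collagen gene Col1a1 was at 32.2 in WT, 55.0 in Mst KO and 105 in mdx MDSCs. Of 140 genes present on the Mst KO or the mdx array, 131 (93.6%, exact 95% confidence interval over genes 88.1 to 97.0) lay within 2-fold of each other. Between WT and Mst KO MDSCs the share was 120 of 144 genes (83.3%, 76.2 to 89.0), and between WT and mdx MDSCs 112 of 143 (78.3%, 70.7 to 84.8). The intervals take genes as independent, which they are not, and they cover no variation between cultures. These shares keep the genes named as higher or lower. Across the same 140, 144 and 143 genes the Pearson correlations of log2 values were 0.91, 0.82 and 0.85. With absent genes included the shares were 83.1%, 74.5% and 68.0%.
Against WT MDSCs, 12 genes were at least 2-fold higher in mdx MDSCs and 19 were lower. Notch1, at 0.824, and Notch3, at 0.840, were absent in mdx MDSCs, and the chemokine Cxcl12 was at 5.01. The cell cycle kinase Cdk2 was at 2.78 against 1.06 in WT MDSCs, a log2 ratio of 1.39 that became 0.07 with local background. The peptidase Mme was absent in WT MDSCs and present at 2.08 in mdx MDSCs, at least 2.99-fold higher. The log2 ratio of Mme was 1.58 as a limit, and 1.08 at its lowest under the alternatives. Gja1 was at 5.77. The 8 myogenesis genes had a median log2 ratio of -1.58, with 1 of 10000 random lists as low, and of -0.46 with absent genes included; the paper picked 4 of them with the same WT array, so the median is not independent evidence. The cadherin, integrin, catenin and connexin list had a median of -0.45 (percentile 1.3; -0.36 with lower limits), and the neural list of -0.70 (percentile 3.0; -0.28 with lower limits), which turned to 0.0052 with absent genes included. The cell cycle median of 0.20 (percentile 96.2) turned negative with local background. The hematopoietic and endothelial median was 1.27 (percentile 99.6), or 0.98 with lower limits and 0.38 among genes present on both arrays. Medians nearer to 0 were those of the pluripotency list at -0.03 (percentile 56.1), the Notch list at -0.10 (percentile 39.6), the Wnt list at -0.06 (percentile 52.6), the BMP list at 0.04 (percentile 69.1), the growth factor list at 0.10 (percentile 77.6) and the housekeeping genes at 0.03 (percentile 69.2). The 3 genes of cartilage, bone and matrix had a median of -0.02, 2 genes of the adipose, liver and epithelial list had one of 1.03 (0.52 with lower limits, 0.21 with absent genes included), and no hedgehog gene was present. The signs of the medians of the pluripotency, Notch, Wnt and cartilage lists turned with median scaling and with Gapdh alone. Those of the BMP list and the housekeeping genes turned when scaled to 5 housekeeping genes and without background correction. Both of these alternatives scale the housekeeping genes to themselves, so the turn of the housekeeping median there says little. The pluripotency, cartilage and housekeeping medians also turned with quantile normalization, and the Notch and Wnt medians among genes present on both arrays. With absent genes included the BMP and cartilage medians were 0.73 and 0.70. Scaled to Gapdh alone (93.2 on the mdx array), which moved the median of all genes by 0.27, 18 genes were higher and 13 lower. With every absent gene included 57 were higher and 28 lower. Without background correction 8 were higher and 11 lower, and among genes present on both arrays 7 and 10. The Mst KO and mdx comparisons share the WT array, so they are not independent of each other.

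**Figure D2:**
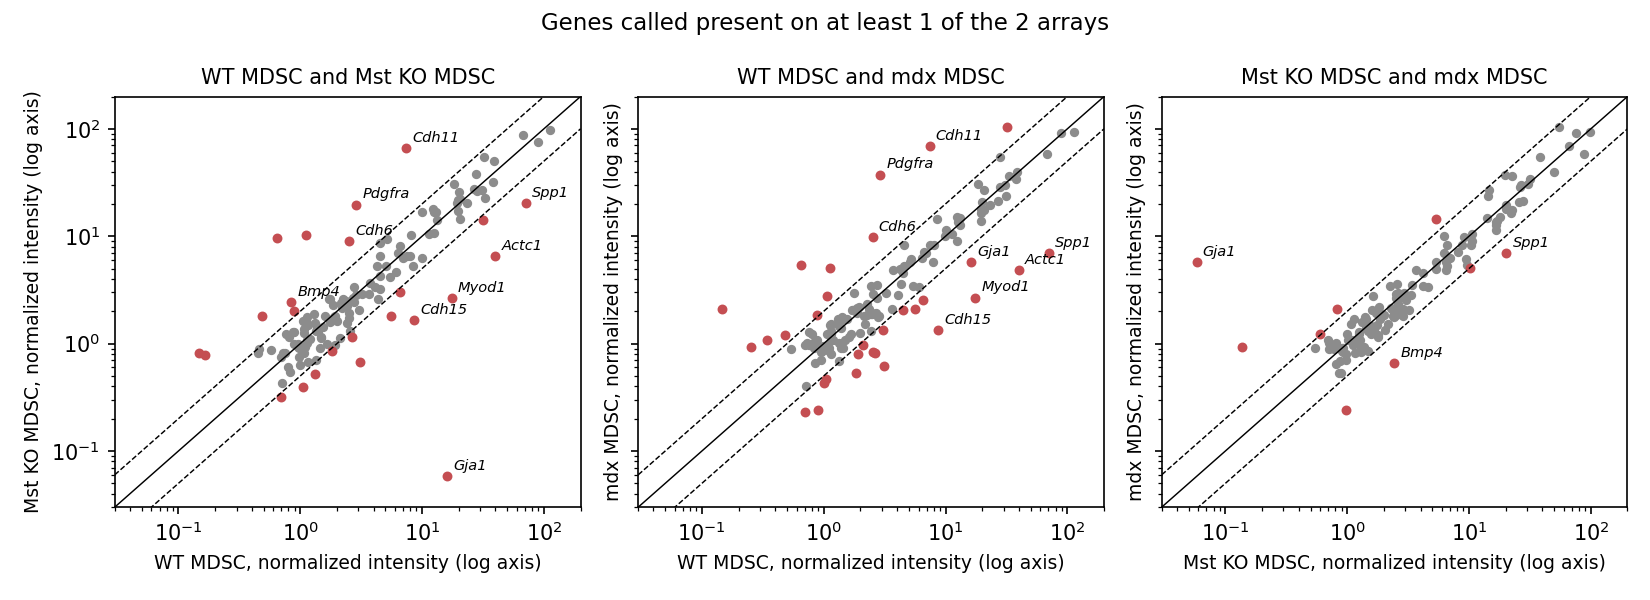
Normalized intensity of each gene on one array against another (both axes logarithmic) for WT and Mst KO, WT and mdx, and Mst KO and mdx MDSCs, over genes present on at least 1 array of the pair. Dashed lines mark 2-fold and red points lie past it; in the Mst KO and mdx panel 9 points lie past the lines, in the WT and Mst KO panel 24, and in the WT and mdx panel 31.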

Other than these, a virtual 98% similarity was seen among the three MDSC types, in terms of the 260 genes investigated. An excellent correlation occurred between *MyoD *mRNA expression in both cultures and the previously detected MyoD protein levels shown in Figure 3.

**Table 2:** Some skeletal myogenesis-related genes are downregulated in MDSCs by myostatin genetic inactivation, whereas others remain unchanged

Gene	Function	WT	KO
*Spp1*	Secreted phosphoprotein 1 (osteopontin)	70.8	20.3
*Actc 1*	α-Actin (cardiac)	39.9	6.5
*Myo D1*	Myogenic differentiation 1	17.5	2.7
*Cadherin 15*	Cadherin 15	8.7	1.7
*Myf 5*	Myogenic factor 5	4.2	2.7
*Notch 2*	Notch gene homolog 2	4.2	2.8
*BMPR 2*	Bone morphogenetic receptor 2	23.3	20.3
*BMPR 1a*	Bone morphogenetic receptor 1a	8.1	10.4
*BMPR 1b*	Bone morphogenetic receptor 1b	0.8	0.8
*BMPR 4*	Bone morphogenetic protein 4	2.7	2.7
*IGF 1*	Insulin-like growth factor 1	5.1	4.2
*Jag 1*	Jagged 1	2.8	3.4
*Fzd 1*	Frizzled homolog 1	2.7	2.8
*Notch 1*	Notch gene homolog 1	2.6	2.7
*Notch 3*	Notch gene homolog 3	2.8	2.6

RNA from the two MDSC types at 80% confluence (not undergoing myogenesis) were treated with DNAse and submitted to DNA microarrays. Some key myogenesis-related genes are selected. Values are relative expression levels normalized by housekeeping genes. GAPDH expression was 98 to 102. MDSC, muscle-derived stem cell; WT, wild type; KO, myostatin knockout.

These results were corroborated by RT-PCR for some of the mRNAs described in the tables. Figure 5A shows the gel electrophoretic pattern after staining with ethidium bromide, and Figure 5B presents the densitometric value of each band from triplicate determinations corrected by the housekeeping-gene values. These ratios are comparable between both MDSC cultures for each gene, but not among the different genes for each culture, because of the different numbers of cycles applied for the respective transcript amplification. *Actc1, Acta1*, and *MyoD *are significantly downregulated in Mst KO as compared with WT MDSCs, and *Pax 3 *is overexpressed, in good agreement with the DNA microarrays.

**Figure 5:**
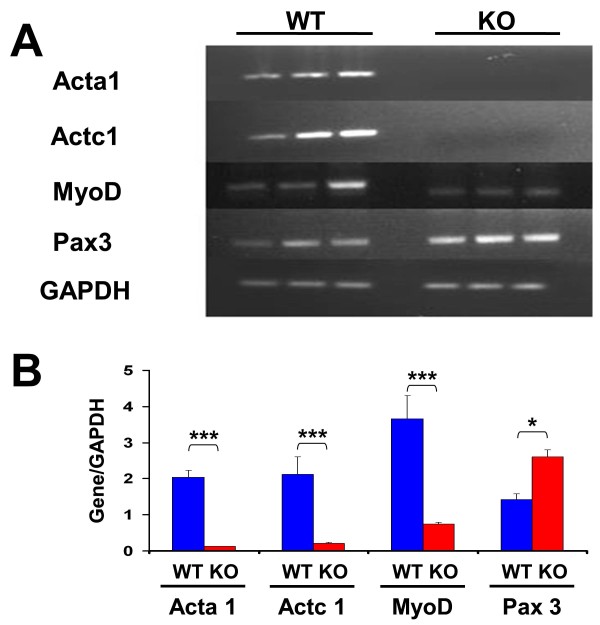
**RT-PCR confirmation of selected differences in the transcriptional expression of undifferentiated WT and Mst KO MDSCs, detected with DNA microarrays**. RNAs obtained from triplicate cultures of proliferating MDSCs, consecutive to those used for DNA microarrays in Tables 1 and 2, were subjected to RT-PCR with specific primers spanning an intron for the number of PCR cycles stated in parenthesis, as follows: Actc1 (30), Acta1 (30), MyoD1 (33), Pax3 (28), and GAPDH (26). **(A) **Ethidium bromide-stained agarose gels; **(B) **densitometry of relative band intensities referred to housekeeping gene for the indicated numbers of PCR cycles. Controls without cDNA were blank. *P < 0.05; ***P < 0.001. RT-PCR, reverse transcription polymerase chain reaction; WT, wild type; Mst KO, myostatin knockout; MDSC, muscle-derived stem cell; DNA, deoxyribonucleic acid; RNA, ribonucleic acid; GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

### Myotube formation cannot be induced in Mst KO MDSCs by stem cell-reactivating agents, and the WT MDSCs are also refractory to positive or negative modulation of myostatin expression

Incubation of Mst KO MDSCs for 3 days with 5-azacytidine, a demethylating agent and potent inducer of myogenic capacity in pluripotent cell lines [11,14], before their reaching confluency and switching to myogenic medium, failed to induce myotube formation, but it also failed to stimulate it in the WT MDSCs (not shown). Follistatin, which should upregulate myotube formation by binding myostatin, was also virtually ineffective on WT MDSCs, and the same resistance to modulation was observed under recombinant myostatin, which should exert the opposite effects. Figure 6A through D shows that the area occupied by MHC II^+ ^myotubes was not reduced in the cultures treated from the start of myotube induction with 2 μg/ml myostatin (Figure 6B), or increased by 0.5 μg/ml follistatin (Figure 6C), as compared with untreated controls (Figure 6A). Changes were not significant (Figure 6D). This failure of myostatin and follistatin to affect myogenesis in any type of MDSCs occurred despite these cells expressing the myostatin receptor ActRIIb in both cultures as shown by Western blot (Figure 6E), implying that they should be responsive to exogenous myostatin. Endogenous myostatin expression was not detected in any untreated culture (not shown), even if TGF-β, another key member of the TGF-β family, was expressed (Figure 6E). Finally, neither the monoclonal nor the polyclonal antibodies against myostatin affected myogenesis in the WT MDSCs, as compared with the respective cultures incubated with control IgG (not shown).

**Figure 6:**
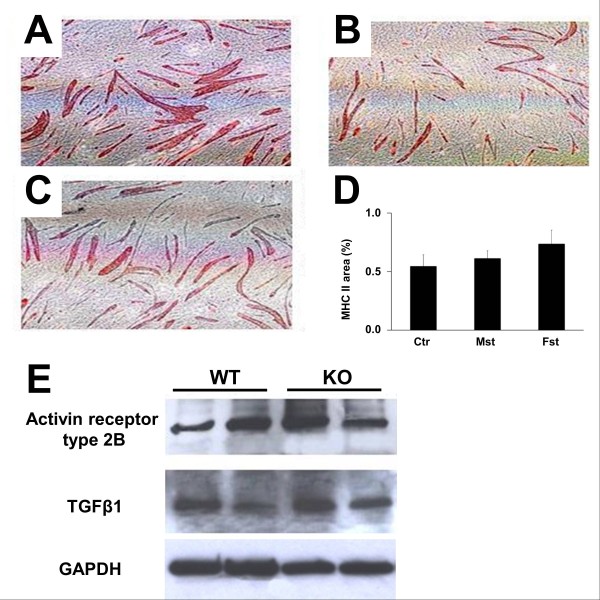
**Myostatin and follistatin fail to modulate the myogenic differentiation of MDSCs, although the myostatin receptor is expressed**. **(A-D) **Confluent WT MDSCs in myogenic medium were incubated in triplicate on six-well plates for 1 week with recombinant myostatin **(B) **or follistatin **(C) **or with no addition **(A)**, and subjected to immunocytochemistry for MHC II (40×). The relative area occupied by the MHC II^+ ^myotubes was estimated by quantitative image analysis (15 fields/well/three wells) **(D)**. Cont, control; Mst, myostatin; Fst, follistatin. No myotubes were formed in confluent Mst KO under any treatment (not shown). **(E) **Western blot detection in confluent MDSCs from both mice strains of the expression of the ActRIIb and TGF-β1, in two successive passages for each cell line. Myostatin was not detected. MDSCs, muscle-derived stem cells; WT, wild type; Mst KO, myostatin knockout; MHC, myosin heavy chain.

This suggests that the WT MDSC ability to form myotubes is refractory to the modulation by myostatin, and this was confirmed by transfection with the AdV Mst cDNA construct, or alternatively, with the AdV Mst shRNA, which also expresses β-galactosidase, which did not inhibit or stimulate this process, although myostatin and β-galactosidase were respectively expressed (not shown). The suppression of myotube formation in the Mst KO MDSCs by myostatin genetic inactivation and the lack of response to demethylating agents suggests that this is a complex imprinting process occurring during their embryologic generation, of a different nature than the resistance to paracrine and autocrine myostatin modulators observed in the WT MDSCs.

### Mst KO MDSCs stimulate myofiber repair in the injured gastrocnemius of the aged mdx mouse, but the absence of myostatin in these cells does not confer on them a distinctive advantage over the WT MDSCs

To test the persistence of MDSCs after implantation into the muscle, DAPI-labeled cells were implanted into the cryolacerated gastrocnemius of the aged mdx mouse, and frozen tissue was examined with immunocytofluorescence for MHC II after 2 weeks. Figure 7A shows that the blue fluorescent WT MDSC nuclei are detected in many of the red fluorescent myofibers, and many of these nuclei are central, as may be expected from regenerating myofibers (yellow arrows). Other nuclei are seen in the interspersed connective tissue among the fibers. The Mst KO MDSCs acted similarly (Figure 7B). Although DAPI nuclear labeling of implanted cells may be prone to fading after long periods of implantation, it was adequate at 2 weeks to trace MDSC uptake and survival. However, the overlapping is only suggestive and cannot conclusively show MDSC conversion into myofibers. The MDSC implantation was then repeated into the notexin-injured muscle of aged mdx mice, by using either WT or Mst KO cells, or vehicle, and killing at 3 weeks for measuring myofiber repair. Panels C and D show representative muscle tissue sections stained with hematoxylin-eosin (HE) from mice injected with WT MDSCs and Mst KO MDSCs, respectively, where the central regenerating nuclei are visible. When the central nuclei were counted by quantitative image analysis, WT MDSCs significantly stimulated by 54.5% the appearance of central nuclei on hematoxylin/eosin-stained frozen tissue sections in comparison to control injured muscle receiving vehicle. The Mst KO MDSCs that had failed to convert into myotubes *in vitro *were now able *in vivo *to increase significantly by 42.4% the number of central nuclei in the myofibers in comparison to the vehicle-injected mice (Figure 7D). However, this stimulation of myofiber repair did not surpass the efficacy of the WT MDSCs, contrary to what was originally expected from the absence of myostatin in the Mst KO MDSCs.

**Figure 7:**
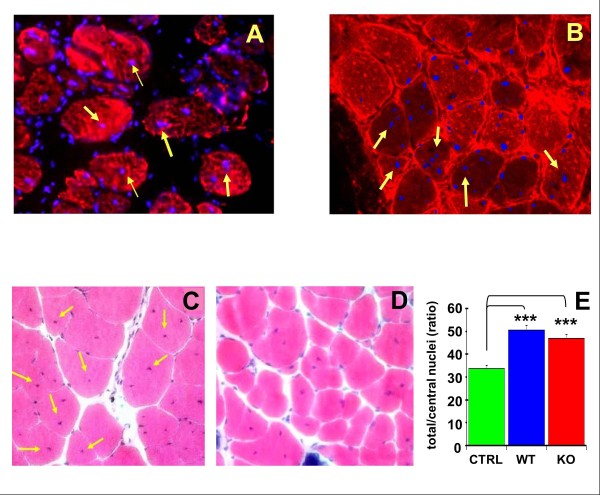
**Mst KO MDSCs failed to generate myotubes *in vitro*, but *in vivo *stimulate tissue repair comparable to the WT MDSCs**. Aged (10-month-old) mdx mice were used to maximize myofiber loss and lipofibrotic degeneration in the gastrocnemius. **(A) **Muscles were cryoinjured, implanted with 0.5 × 10^6 ^DAPI-labeled WT MDSCs, and allowed to undergo repair for 10 days. Frozen muscle sections were stained for MHC-II with Texas red streptavidin, and merging of blue and red fluorescence was obtained (200×). MDSC nuclei centrally located within myofibers are indicated with yellow arrows. **(B**) Similar picture, but for Mst KO MDSCs. **(C) **Gastrocnemius injury in the aged mdx mice was performed in the two apexes of the muscle with notexin, and muscles were injected 4 days later with saline or with 1.0 × 10^6 ^WT MDSCs or **(D) **Mst KO MDSCs in saline (*n *= 5/group). Repair was allowed to proceed for 3 weeks. Hematoxylin/eosin staining was performed in frozen sections, and a representative picture for each case shows myofibers from the gastrocnemius implanted with MDSCs, with arrows pointing to abundant central nuclei (200×). **(E**) Quantitative image analysis of these tissue sections (WT), in comparison to tissue sections from Mst KO MDSC-implanted mice (KO) and saline-injected controls, based on 12 fields per section, three sections per animal. ***P < 0.001. Mst KO, myostatin knockout; MDSC, muscle-derived stem cell; WT, wild type; mdx, X chromosome-linked muscular dystrophy; DAPI, 4', 6-diaminido-phenylindole; MHC, myosin heavy chain; KO, knockout.

These results were supported by the fact that Mst KO MDSCs significantly increased the expression of MCH-II in the notexin-injured mdx aged muscle estimated by Western blot, as compared with the vehicle-injected muscle, and this was slightly more effective than WT MDSC (Figure 8, left). It should be emphasized that this measurement was conducted in the central region of the muscle, distant from the notexin-injured sites at both ends of the muscle used for the tissue-section studies, suggesting that the stimulatory effect on MHC-II expression by MDSCs may have been even higher in the injured tissue. However, Mst KO MDSCs did not reduce ASMA expression, an indicator of myofibroblast generation, and hence fibrosis, whereas the WT MDSCs did decrease this expression by 23% (right).

**Figure 8:**
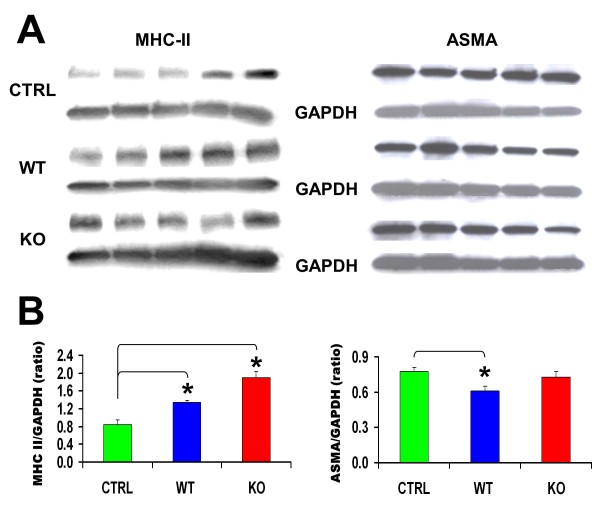
**Implanted Mst KO MDSCs stimulate more effectively than do WT MDSCs the expression of MHC-II in the muscle, but do not reduce ASMA**. **(A) **Western blot analysis for MHC II, ASMA, and GAPDH (reference gene) in homogenates of skeletal muscle tissue from the central region adjacent to area examined histochemically in Figure 7C. Each lane corresponds to an individual mouse homogenate (*n *= 5/group), and the three gels were run simultaneously. **(B) **Densitometric evaluation of the relative intensity expressed as ratios of the MCH-II or ASMA and GAPDH bands. *P < 0.05. Mst KO, myostatin knockout; MDSC, muscle-derived stem cell; WT, wild type; MHC, myosin heavy chain; ASMA, α-smooth muscle actin; GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

Untreated WT mice skeletal muscles show dystrophin expression in frozen sections, as evidenced by the sarcolemma immunofluorescence around the myofibers (Figure 9A), a gene that is carried by their respective MDSCs. The nuclei here were detected by direct DAPI labeling of the tissue sections. In the case of the mdx mice that were implanted with DAPI-labeled WT MDSCs (Figure 9C) or Mst KO MDSCs (Figure 9D), some of the myofibers, which in the mdx muscle are negative for dystrophin, showed a partial dystrophin^+ ^staining of the sarcolemma in one of the areas of some sections. Others remained dystrophin negative, as evidenced by comparison of the same area visualized for dual fluorescence (Figure 9C) or with light microscopy (Figure 9D). The overlapping of DAPI-labeled nuclei and dystrophin^+ ^myofibers suggests that, as in the case of Figure 7, some conversion or fusion of the implanted MDSCs into myofibers occurs, but that this process may be much less frequent than the stimulation of endogenous satellite cells or stem cell differentiation or fusion, or the spontaneous myofiber reversion.

**Figure 9:**
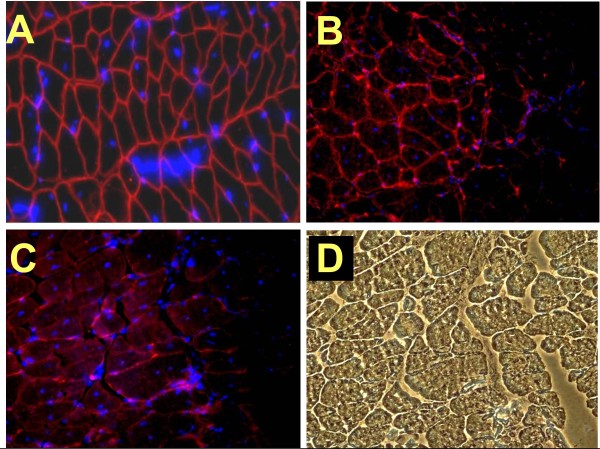
**The dystrophin^+ ^MDSCs restore some dystrophin expression in the injured mdx gastrocnemius**. **(A) **Myofibers from the intact gastrocnemius from the WT mouse, the source of WT MDSCs, show in a dual immunofluorescence merge all myofibers stained for dystrophin, and nuclei stained with DAPI (Vectashield mounting medium; Vector Laboratories, Burlingame, CA, USA) (200×). **(B) **In other tissue sections, DAPI-labeled implanted Mst KO MDSCs appear to have fused with the mdx myofibers, showing dystrophin^+ ^staining in a small area. **(C) **A similar picture but with WT MDSCs. **(D) **The same field as in (C), examined under visible light, confirming the integrity of the myofibers, including the dystrophin^- ^area. MDSC, muscle-derived stem cell; mdx, X chromosome-linked muscular dystrophy; WT, wild type; DAPI, 4', 6-diaminido-phenylindole; Mst KO, myostatin knockout.

As expected, fat infiltration is visible in the injured aged gastrocnemius from vehicle-injected aged mdx mice, mainly interstitially, but also as Oil Red O^+ ^small regions around or inside myofibers (Figure 10A and 10B). WT MDSCs were effective in significantly reducing this fat infiltration by 68%, and Mst KO MDSCs also induced a decrease, although it was not significant (Figure 10C).

**Figure 10:**
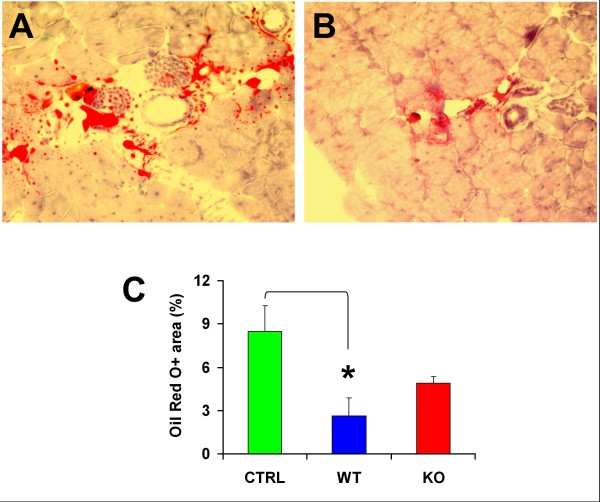
**The Mst KO MDSCs are less effective than the WT MDSCs in reducing fat deposits in the injured mdx mouse gastrocnemius**. **(A) **Representative picture of a positive field from frozen-tissue sections from the untreated mdx-injured gastrocnemius, adjacent to those shown in Figure 8D, fixed in formalin and stained with Oil Red O, showing mostly interstitial fat and occasional myofiber fat infiltration (200×). **(B) **Staining of a representative field from sections from the muscle implanted with WT MDSCs; the Mst KO pictures were similar, but the reduction in staining was less marked. **(C) **Quantitative image analysis of the tissue sections from the three rat groups, based on 12 fields per tissue section and the total positive area per section (percentage), calculated as a mean for three adjacent sections per rat, and five mdx mice/group. *P < 0.05. Mst KO, myostatin knockout; MDSC, muscle-derived stem cell; WT, wild type; mdx, X chromosome-linked muscular dystrophy.

## Discussion

To our knowledge, this is the first report testing the myogenic capacity of MDSCs isolated from transgenic mice with inactivation of the myostatin gene, in comparison to the WT MDSC, both *in vitro *and in the injured muscle of the aged mdx mice *in vivo*. Our main findings were (a) in contrast to WT MDSCs, Mst KO MDSCs were unable to form myotubes *in vitro*, although no major differences were found between both MDSC cultures in terms of morphology, replication rates, expression of most members of a subset of key embryonic-like stem cell and other markers, and nonmyogenic multilineage differentiation; (b) however, a fundamental difference is that the expression of key genes in myogenesis seen in WT MDSCs such as *actc1, acta1*, and *myoD*, was virtually obliterated in Mst KO; (c) surprisingly, both types of MDSCs were refractory *in vitro *to the modulation or induction of myotube formation by well-known regulators of this process, or of myofiber number *in vivo*, such as demethylating agents, myostatin inhibition or overexpression, or follistatin, although myostatin receptors are expressed in MDSC cultures; (d) the myofiber regeneration and anti-lipofibrotic capacities of WT MDSCs were evident even in the environment of a severely injured mdx gastrocnemius at an age at which lipofibrotic degeneration is considerable; (e) in turn, these capacities, blocked in cell culture, were recovered in Mst KO MDSCs when they were implanted in the injured mdx aged-muscle setting, even if not at the level expected from the supposed paracrine effects triggered in the MDSCs by the absence of myostatin.

It should be noted that although notexin-induced injury is not clinically relevant for DMD, it is experimentally convenient by stimulating cell engraftment on implantation and also inducing more lipofibrotic degeneration both in mdx and Mst KO mice [56,57], thus providing an adequate environment for testing the MDSC-repair effects. The high variability in the repair response that is often associated with notexin injection was not observed in the current work.

The WT MDSC used here as control, fulfill all the criteria that have been extensively defined as potential tools for skeletal muscle, cardiac, and osteogenic repair on implantation into the target organs [29,34]. In the current work, MDSCs were isolated as the pP6 fraction by using a modification of the extensively validated preplating procedure on collagen-coated flasks and Sca1 selection, and shown to have the expected morphology, rapid replication for at least 50 passages, express MDSC markers such as Sca1, CD44, and CD34, and the stem cell gene Oct 4, and the ability to differentiate *in vitro *into multiple cell lineages. The latter capability includes a robust formation of multinucleated and branched myotubes that is assumed to translate *in vivo *into their ability to donate their nuclei to injured skeletal myofibers or most likely to stimulate paracrinely their regeneration through paracrine trophic effects [32-34]. This is evidenced by a much higher number of centrally located nuclei, and even some central location of the DAPI-labeled implanted nuclei. In previous studies, we showed that WT MDSC generate at least smooth muscle and epithelial cells when implanted into urogenital tissues [27,28], adding to the extensive demonstration of their stem cell nature [7,12,26,58] related to their putative origin as myoendothelial stem cells in the muscle and other tissues [59].

Another novel finding here is that WT MDSCs have some embryonic-like stem cell features, mainly the expression of nuclear *Oct 4 A, myc, LIF*, and other embryonic stem cell genes. *Oct 4 *is a key not only for embryonic stem cell programming, but also for iPS generation, where it can act virtually by itself [60]. Our MDSC cultures contain some tiny rounded cells similar to the very small embryonic-like stem cells (VSELs) described in many adult organs [61], and other larger ones.

An important finding is the unexpected observation that myotube formation by the WT MDSCs *in vitro *is refractory to modulation by agents that are well known to affect this process, or skeletal muscle mass *in vivo*. The fact that myotube formation by WT MDSCs was not influenced by (a) demethylating agents like azacytidine that stimulate 'stemness" in cell lines [51]; (b) downregulation or overexpression of myostatin, despite the detectable expression of its receptor (ActIIb); (c) counteracting myostatin activity by the respective antibodies or follistatin, that *in vivo *stimulate myofiber growth [17,19,20]; poses questions related to the role of MDSCs during normal myogenesis. A study showing that myostatin stimulated fibroblast proliferation *in vitro *and induced its differentiation into myofibroblasts, while increasing TGF-β1 expression in C2C12 myoblasts, did not examine MDSC differentiation [12]. The claim of a small inhibitory effect of myostatin on the fusion index in MDSCs [58] may indicate less fusion efficiency but might not entirely reflect the actual effects on the number and size of myotubes, as determined here. This question requires further clarification in terms of the actual modulation of MDSC differentiation.

It may be speculated that satellite cells rather than MDSCs are the only myogenic progenitors during normal myofiber growth, as opposed to repair of damaged fibers [62]. Therefore the selected *in vitro *conditions may not mimic the repair process, or alternatively, unknown *in vivo *paracrine or juxtacrine modulators may modify the response of MDSCs to the better-characterized agents tested in this work. Another possibility is that myostatin and other modulators investigated here would stimulate *in vivo *satellite cell replication and fusion to the adjacent myofibers to induce hypertrophy, without truly affecting MDSC differentiation or fusion.

We are unaware of any report on the isolation or characterization of MDSCs from the Mst KO. Therefore, it is also both novel and unexpected to find that these cells obtained from the same skeletal muscles as the WT MDSCs, by using identical procedures, and displaying rather similar nonmyogenic pluripotency and stem cell-marker features, are however completely unable to form myotubes *in vitro*. In fact, our prediction was that the Mst KO MDSCs should be more myogenic than the WT MDSCs because of the absence of the myogenic inhibitor myostatin, The fact that Mst replenishment, either as recombinant protein or as cDNA, does not counteract the unexpected myogenic blockade found in the Mst KO MDSCs, suggests speculatively that these cells have been imprinted in the embryo by the myostatin genetic inactivation through downstream pathways that have become unresponsive to the *in vitro *myostatin modulation that we explored here. This may involve genes in other myogenic pathways whose expression may be altered, as we observed in Mst KO MDSCs. However, validation of this assumption requires further investigation.

An interesting corollary is the activation of the *in vitro*-suppressed myogenesis in Mst KO MDSCs, and/or their ability to fuse with preexisting myofibers, after their implantation into the notexin-injured mdx gastrocnemius. At the age selected (10 months), this muscle experiences the considerable damage that occurs in the diaphragm much earlier [3,4], and this is compounded by injury. It may be speculated that the restoration of myotube (myofiber) formation by Mst KO MDSCs in this setting occurs by paracrine or juxtacrine modulation, possibly of some of the key genes silenced in these cells. Estimation of their products and proof-of-function approaches may elucidate this issue. The fact that although Mst KO MDSCs are able to fuse with or differentiate into new myofibers, they do not increase the muscle-repair process in a clearly more efficient way than do WT MDSCs, may possibly result from the persistent myostatin expression in the fibers that may counteract its absence in Mst KO MDSCs. This suggests the need to block myostatin systemically in the host muscle [63,64], not just in the implanted MDSCs, and our findings do not contradict the potential use of this approach

One of the genes that may be involved in the silencing of Mst KO MDSC myogenesis *in vitro *and its reactivation *in vivo *is the cardiac α-actin (*Actc*), the major striated actin in fetal skeletal muscle and in adult cardiomyocytes, but strongly downregulated in adult skeletal muscle to 5% of the total striated actin [65], and whose mRNA is highly expressed in the proliferating (nondifferentiating) WT MDSCs but at very low level in the Mst KO MDSCs. The same applies to the α1-actin (*Acta1*) mRNA, the adult protein encoding thin filaments [66]. Because actins are so crucial for cell division, motility, cytoskeleton, and contraction, and mutations are associated with severe myopathies, it would not be surprising that their downregulation could cause the lack of myogenic commitment *in vitro *in Mst KO.

Similarly, the striking transcriptional downregulation of *myoD*, a critical early gene in skeletal myogenesis [67], confirmed at the protein level, and of secreted phosphoprotein 1, or osteopontin, a gene mostly involved in ossification, inflammation, and fibrosis, but postulated recently to participate in early myogenesis and skeletal muscle regeneration [68], may also trigger the absence of myogenic capacity in Mst KO. Interestingly, the fact that *Pax 3 *mRNA, upstream of MyoD in the myogenic signaling [69] is expressed in Mst KO MDSCs at higher levels than in WT MDSCs, suggests that the myogenic commitment of Mst KO and mdx MDSC is arrested at some point between these genes. Because a critical regulator of skeletal muscle development, *Mef2a *(myocyte enhancer factor 2a) [70], is expressed similarly in both MDSCs (as is *Pax 3*), albeit at very low levels, the silencing may occur at the level of the satellite cell marker, *Pax 7*. Therefore, it is not surprising that expression of a member of the cadherin family (cadherin-15) that is involved in later stages, such as myoblast differentiation and fusion [71], is so downregulated in Mst KO MDSCs.

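Mef2a, a transcription factor of muscle differentiation, was absent on the arrays of both MDSC types, with a normalized intensity of 0.196 in WT and 0.179 in Mst KO MDSCs. The negative-control spots had medians of 0.532 and 0.447 on these arrays, above both values, so no ratio of Mef2a is given. The paired box genes Pax3 and Pax7 are not analysed here.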

## Conclusions

Our results show that MDSCs obtained from wild-type and Mst KO mice lacking myostatin express *Oct 4 *and other embryonic-like stem cell genes and appear similar in most features, except for the null or poor expression in Mst KO MDSCs of some critical early genes. These genes encode factors critical for myogenesis and for maintaining the integrity of myotubes and myofibers, thus possibly leading to their inability to form myotubes *in vitro*. The cross-talk of Mst KO MDSCs with myofibers and other cell types in the host injured mdx muscle may release the pertinent gene silencing and restore the typical myogenic ability of the MDSCs. Although our results do not prove the initial working hypothesis that myostatin inactivation would enhance the myogenic capacity of MDSCs, this possibility still needs further *in vivo *testing by blocking myostatin, not just in the implanted MDSCs, but also in the host muscle with follistatin, shRNA, antibodies, or other procedures. Finally, systemic muscle-targeted WT MDSC implantation that was previously shown as a promising approach to stimulate repair in the adult dystrophic muscle [5,12,45,46], may even be effective in the setting of an injured aged dystrophic skeletal muscle with severe bouts of necrosis [4].

## Abbreviations

AdV-CMV-Mst375: adenovirus construct expressing the mouse myostatin full-length cDNA under the CMV promoter; AdV-Mst shRNA: shRNA against myostatin RNA; ASMA: α-smooth muscle actin; DMD: Duchenne muscular dystrophy; MDSC: muscle-derived stem cell; Mst KO: myostatin knockout mouse; QIA: quantitative image analysis; TGF-β1: transforming growth factor β1; VSEL: very small embryonic-like stem cell; WT: wild-type mouse.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NGC conceived and designed the study; JT, DV, RG, IK, GN, and KWB performed and executed the experiments; NGC prepared the manuscript. All authors read, revised, and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

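RNA of MDSCs from WT, Mst KO and mdx mice, and from Oct4 transgenic mice that the paper does not describe, was measured on 4 membrane arrays, 1 for each MDSC type. Each array held 288 spots in 12 columns and 24 rows, with 274 spots for 268 genes and 14 control spots. The values used are the normalized spot intensities as deposited by the authors. Per the file headers, the lowest value of each array was taken as background and the absent or present threshold was 1.5. The headers name no normalization and the paper names housekeeping genes. On all 4 arrays the deposited value was equal to the spot minus the lowest spot, divided by the mean of the middle 144 background-subtracted spots. Before the data were examined it had been assumed that the values were scaled to housekeeping genes. No unit was changed. Gene symbols were checked against RefSeq names of the mouse assembly GRCm38.p6, where the accessions of 257 genes were matched and 14 genes had a newer symbol.

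The 3 other MDSC types were each compared with WT. Spots of one gene were averaged. A ratio was taken for genes called present on at least 1 array of the pair, and a gene counted as higher or lower at 2-fold or more. For a named gene absent on 1 array, the absent value was raised to the lowest present value of that array, or kept where already higher. The fold is a lower limit for the deposited values only, and other scalings or backgrounds gave smaller folds for some genes. Counts, shares and list medians use the values as deposited. With 1 array per MDSC type there is no spread between cultures, so no test was run and no p value is given. The number of arrays limits the precision. The mean log2 SD between spots of one gene on one array was 0.05. It comes only from Gapdh, B2m and Ppia, bright housekeeping genes with 3 spots each. For dim genes and for genes with 1 spot the spread between spots is not known.

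The comparisons, the threshold, the 14 gene lists, the rule for named genes and 11 alternatives were set before the data were examined, with the values of Tables 1 and 2 already seen. The named genes are those that the paper names, where the array has them, plus for each comparison the 10 genes with the largest and the 10 with the smallest ratio past 2-fold. Des, Ncam1, Fgf4, Fgf5, Fgf7, Adam17, Pdgfa, Ccna2, Cdh2, Ctnna1, Ctnnb1, Gja4, B2m as a gene high on the Oct4 transgenic array, and list members called absent lie outside this rule and were chosen after their values were seen. The values of the housekeeping genes on each array were planned as a separate result. The lists hold genes of skeletal myogenesis, pluripotency, the Notch, Wnt, BMP and hedgehog pathways, growth factors, cadherins and connexins, the cell cycle, cartilage and bone, neural cells, hematopoietic and endothelial cells, adipose, liver and epithelial cells, and housekeeping. For each list, the median log2 ratio of the members present on at least 1 array was placed as a percentile among 10000 random lists of the same size, matched on mean expression in 4 bins. Lists with fewer than 4 such members got no percentile. The shares of genes within 2-fold carry exact 95% binomial intervals.

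The alternatives set beforehand included scaling to the median of the genes called present on all 4 arrays, scaling to Gapdh alone, and quantile normalization. Others were raw values without background correction scaled to the housekeeping spots, a floor at the negative-control spots, and no filter on absent genes. Genes present on both arrays and thresholds of 1.5-fold and 3-fold were also set beforehand. So were leaving out spots marked for bleeding, of which there were 0, and the rounded values of the series table. Scaling to 5 housekeeping genes, a local background for each spot, and raising absent spots to the lowest present value were added after the data were examined. The counting and the list percentiles were run on simulated data as a check of the calculation. The simulation holds only the spread between spots of one array, so its outcome follows from the fold set and says nothing of the variation between cultures. Acta1, Pax3, Pax7, Mstn, Cd34 and Ly6a are not analysed here. All columns of the arrays were used, and the Oct4 transgenic array is reported only in the closing section. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.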

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

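The tests of scaling, of the mdx and Oct4 transgenic arrays, of Myf5 and Des, and of the Gja1 spot and its neighbors, and the alternatives with 5 housekeeping genes and local background, were chosen only after the results were seen.

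On the mdx and Oct4 transgenic arrays, whose values the paper does not report, the 4 myogenic genes that the paper found low in Mst KO MDSCs were also far below WT. For mdx as well as Mst KO MDSCs, the paper does propose a block of myogenic commitment between Pax3 and MyoD. In mdx MDSCs the log2 ratios to WT were -3.34 for Spp1, -3.03 for Actc1, -2.71 for Myod1 and -2.70 for Cdh15. In Oct4 transgenic MDSCs they were -3.38 for Myod1, -3.04 for Cdh15, -2.93 for Actc1 and -2.54 for Spp1.

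For this pattern, scaling and background were tested first, and across the 3 arrays and 6 scalings or backgrounds the log2 ratio nearest to 0 was -1.44, which argues against them as the cause. Loss of myostatin as the only cause on all 3 arrays is argued against by the pattern itself, with 4 of 4 genes at least 2-fold below WT on the mdx and Oct4 transgenic arrays, whose labels name no myostatin knockout, but as a cause on the Mst KO array alone it stays open. The paper detected no endogenous myostatin in untreated cultures of either WT or Mst KO MDSCs. It also found that supplying myostatin did not restore myotubes in Mst KO MDSCs, and speculatively proposes an imprint made in the embryo. An equal fall in the share of all myogenic cells would lower Myf5 and Des by 1.5-fold or more, if their signal came mainly from myogenic cells. That condition was not tested. Other muscle cells also express the desmin gene Des, and Myf5 was dim, at 2.69 on the WT array. The lowest log2 ratio of the 2 genes was -0.47, which under this condition argues against an equal fall as the only cause. Myf5 (-0.60) and Des (-0.62) in mdx MDSCs did pass 1.5-fold with local background. Des in Oct4 transgenic MDSCs did so with Gapdh alone (-0.69), without background correction (-0.78) and with 5 housekeeping genes (-0.84). On each array and with each scaling or background the 4 genes lay at least 1.49 in log2 below both. Under the same condition, an equal fall could be no more than a part of the cause. Also open are loss of part of the myogenic cells, lower Myod1 within the same cells, and a WT culture that happened to be more myogenic. On the last, for Mst KO MDSCs alone, the paper reports lower Actc1 and MyoD by RT-PCR in 3 consecutive cultures, and little MyoD protein. That difference therefore does not rest on the arrayed flasks alone. The paper does not state that these cultures came from another isolation of MDSCs, so a more myogenic WT isolate stays open. For the mdx mice the paper gives a C57BL/6/10ScSn background and their genotype label names 10ScSn. The sample records give the same C57BL/6J background as for the other 3 MDSC types. A strain difference of the mdx mice stays open for the mdx array alone, since the 4 genes were also low on the Mst KO and Oct4 transgenic arrays. A larger share of other cells is open too. In Mst KO, mdx and Oct4 transgenic MDSCs in turn, Pdgfra was 6.81-fold, 13.0-fold and 3.30-fold higher than in WT MDSCs. In the same order, Cdh11 was 8.88-fold, 9.29-fold and 3.01-fold and Cxcl12 9.13-fold, 4.47-fold and 5.70-fold higher. Pdgfra, Cdh11 and Cxcl12 were named here after they were seen to be higher on all 3 arrays. In Oct4 transgenic MDSCs, by contrast, Cdh6 was 1.07-fold higher than in WT MDSCs. The collagen gene Col1a1 was at 30.1 there, against 32.2 in WT MDSCs. The 4 myogenic genes were picked by the paper on these arrays, so they too are a selected set.

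In genes that the paper does not discuss, 5 log2 ratios of Mst KO to WT MDSCs lay at least 4-fold from WT. The connexin Gja1 was at -4.42 and the cadherin Cdh13 at -2.05, both as limits because the genes were absent in Mst KO MDSCs. The growth factor receptor Pdgfra was at 2.77, the chemokine Cxcl12 at 3.19 and the cell cycle inhibitor Cdkn2b at 3.79, the last as a limit because it was absent in WT MDSCs. Cdh13 was under 4-fold with median scaling (-1.92), with Gapdh alone (-1.85), with 5 housekeeping genes (-1.71) and without background correction (-1.18), and just under it with quantile normalization.

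The Gja1 spot of the Mst KO array had a raw intensity of 210 beside a local background of 209, whereas the raw intensities were 6147 for WT, 1964 for mdx and 2885 for Oct4 transgenic MDSCs. A local loss of signal large enough to account for Gja1 is argued against by 6 neighboring spots present on the WT array. Their median log2 ratio was -0.47, with a range from -0.77 to 0.33. The median of genes present on the WT or Mst KO array was -0.04, so a smaller local loss stays open. Failure of that single spot cannot be told apart from loss of the Gja1 transcript, because the array holds 1 Gja1 spot. A lower expression of connexin 43 in Mst KO MDSCs therefore stays open.

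Other genes at least 4-fold from WT in mdx MDSCs were Cxcl12 at a log2 ratio of 2.16, Cdkn2b at 2.96 as a limit, Cdh11 at 3.22 and Pdgfra at 3.70. In Oct4 transgenic MDSCs they were the histone deacetylase Hdac1 at -2.88, the transcription factor Snai1 at 2.09, Pparg at 2.27, Cxcl12 at 2.51 and cyclin D2 (Ccnd2) at 3.50, the last as a limit. Without background correction Cdkn2b in mdx MDSCs was at 2.25 and Cxcl12 at 1.72, under 4-fold, and in Oct4 transgenic MDSCs Snai1 was at 1.50, Pparg at 1.43, Cxcl12 at 1.65, all 3 under 4-fold, and Ccnd2 at 2.36. Snai1 and Pparg were also under 4-fold with Gapdh alone, at 1.78 and 1.96, and with 5 housekeeping genes, at 1.62 and 1.80.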

How the results depend on the processing

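Scaling to 5 housekeeping genes, local background, and raising absent spots to the lowest present value were chosen only after the data were seen.

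Of 1167 values of named genes under the alternatives, 1128 kept their direction where called and moved by less than 1.5-fold, 39 moved by more (20 with local background, 18 without background correction and 1 with quantile normalization), and 0 called values changed sign, while 56 values of genes within 2-fold did. The log2 ratios of Actc1, Myod1, Cdh15 and Spp1 stayed past 2-fold on every array, the nearest to 0 being -1.44. Of 468 list medians 453 moved by less than 1.5-fold, but 68 had the opposite sign; of 84 counts 56 stayed within 1.5-fold, and of 84 shares 60 stayed within their 95% interval. Leaving out marked spots changed nothing because 0 spots were marked. The rounded series values, the negative-control floor and raised absent spots moved 0 of 117 named gene values each. They could hardly do so. Rounding is slight, the folds of named genes already raise absent values, and the floor lay below every lowest present value. The total for named genes therefore overstates how far the values withstood other processing. No paired analysis was possible because each MDSC type has 1 array. On the WT array 50.7% of genes were called present, and signal over background limits what can be said of the others. Scaling moved the median log2 ratio of present genes, for Mst KO, mdx and Oct4 transgenic MDSCs in turn, by 0.20, 0.27 and -0.31 with Gapdh alone, by 0.13, 0.13 and -0.06 with median scaling, by 0.35, -0.02 and -0.38 without background correction, and by 0.34, -0.05 and -0.46 with the housekeeping genes. Where the cause does not follow from a looser or stricter filter or threshold or from these shifts, the cause was not tested.

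Genes higher and lower than WT numbered 10 and 14 in Mst KO, 12 and 19 in mdx and 19 and 12 in Oct4 transgenic MDSCs. In Mst KO MDSCs they numbered 14 and 9 with Gapdh alone, 15 and 7 without background correction, 18 and 9 with the housekeeping genes, 41 and 27 without the filter on absent genes, 6 and 9 among genes present on both arrays, 22 and 28 at 1.5-fold and 8 and 7 at 3-fold. In mdx MDSCs they numbered 18 and 13 with Gapdh alone, 8 and 11 without background correction, 57 and 28 without the filter, 7 and 10 among genes present on both arrays, 20 and 30 at 1.5-fold and 9 and 10 at 3-fold. In Oct4 transgenic MDSCs they numbered 15 and 15 with median scaling, 12 and 21 with Gapdh alone, 7 and 14 without background correction, 11 and 24 with the housekeeping genes, 48 and 26 without the filter, 25 and 23 at 1.5-fold and 11 and 6 at 3-fold.

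The share of genes within 2-fold of each other was 83.3% for WT and Mst KO, 78.3% for WT and mdx, 78.5% for WT and Oct4 transgenic, 93.6% for Mst KO and mdx, 82.4% for Mst KO and Oct4 transgenic and 81.0% for mdx and Oct4 transgenic MDSCs. In this order the shares were 65.3%, 65.0%, 66.7%, 77.1%, 57.7% and 64.2% at 1.5-fold, and 89.6%, 86.7%, 88.2%, 97.1%, 89.4% and 90.5% at 3-fold. Without the filter on absent genes WT and Mst KO shared 74.5%, WT and mdx 68.0% and Mst KO and mdx 83.1%. Without background correction the share was 86.7% for WT and mdx, 85.4% for WT and Oct4 transgenic, 72.5% for Mst KO and Oct4 transgenic and 87.6% for mdx and Oct4 transgenic MDSCs. With Gapdh alone Mst KO and Oct4 transgenic MDSCs shared 72.5%, and with the housekeeping genes 57.7%, where Mst KO and mdx shared 87.9%. Among genes present on both arrays WT and mdx shared 85.7%, and with local background mdx and Oct4 transgenic MDSCs shared 73.3%.

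The myogenesis median was -0.27 in Mst KO, -0.46 in mdx and -0.73 in Oct4 transgenic MDSCs without the filter. In mdx MDSCs without the filter the medians of the BMP, cartilage, neural and adipose lists were 0.73, 0.70, 0.0052 and 0.21, and in Oct4 transgenic MDSCs those of the BMP and adipose lists were 0.71 and 0.58. The hematopoietic and endothelial median in Mst KO MDSCs was 0.57 with the floor, 0.37 with absent spots raised and 0.52 among genes present on both arrays, where in mdx MDSCs it was 0.38 and the adipose median 0.41. The adipose median in Oct4 transgenic MDSCs was 1.07 without background correction.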

Differences from the paper's values

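Scaling to 5 housekeeping genes and local background were chosen only after the data were seen. Of 48 values of Tables 1 and 2, 41 lay within 1.5-fold of the deposited value of their gene, 33 of these to within 0.06, and 7 did not.

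For Myf5 in WT MDSCs the paper's value is 4.2 and the value here is 2.69. For Notch2 in WT MDSCs the paper's value is 4.2 and the value here is 2.26. For Notch1 in Mst KO MDSCs the paper's value is 2.7 and the value here is 1.16, and for Notch3 in Mst KO MDSCs the paper's value is 2.6 and the value here is 1.30. For these 4 values, of the alternatives set before the data were examined, only raw values without background correction lay within 1.5-fold of the paper's, at 3.31, 2.87, 2.18 and 2.37; median scaling, Gapdh alone, quantile normalization, the floor at the negative controls, leaving out marked spots and the rounded series values did not. Without background correction other values of the tables differ, among them Myf5 in Mst KO MDSCs, at 4.15 against the paper's 2.7. Lying within 1.5-fold therefore does not show that the paper's values were made this way. The deposited WT values of Notch1 and Notch3, at 2.65 and 2.55, lay closer to the 2.7 and 2.6 printed for Mst KO MDSCs.

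For Bmp4 in WT MDSCs the paper's value is 2.7 and the value here is 0.843; the paper prints this row as BMPR 4, and reading it as Bmp4 is not certain. For Jag1 the paper's values are 2.8 in WT and 3.4 in Mst KO MDSCs, and the values here are 5.10 and 5.31. For these 3 values none of the alternatives set before the data were examined came within 1.5-fold of the paper's.

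The paper lists Myf5 and Notch2 among the genes lower in Mst KO MDSCs, whereas their log2 ratios here were -0.01 and 0.20 and were within 2-fold under every alternative; the paper's other 4 genes, Spp1, Actc1, Myod1 and Cdh15, were lower here too. The paper states that Notch1 and Notch3 were not reduced, whereas their log2 ratios were -1.20 and -0.97; Notch1 came within 2-fold without background correction (-0.58), with Gapdh alone and, as an alternative chosen after the values were seen, with 5 housekeeping genes, and stayed below WT under each of these. Notch3 did not reach 2-fold and was at -0.42 without background correction, while with local background, also chosen after the values were seen, it was at -1.12. The BMP receptors, Fzd1 and Jag1, of which the paper states the same, were within 2-fold here. Table 2 gives a lower value of Igf1 in Mst KO than in WT MDSCs, whereas it was at 4.24 in WT and 5.33 in Mst KO MDSCs here. The paper's fold of Cdh11 is 9 and of Cdh6 is 4, and those here were 8.88 and 3.58.

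The paper's similarity among the 3 MDSC types is 98%, with no measure of similarity or threshold named in its text; it sets aside the genes named as different and refers to all genes investigated. Here, with those genes kept and over the genes present on at least 1 array of each pair, the shares of genes within 2-fold were 83.3%, 78.3% and 93.6%, and the highest under any alternative was 97.1%, for Mst KO and mdx MDSCs at 3-fold. The paper's Gapdh values run from 98 to 102, and those here were 97.7 in Mst KO and 113 in WT MDSCs. The paper's number of genes is 260, and 268 were counted here. The paper describes Mef2a as expressed at low levels in both MDSC types, whereas it was called absent on both arrays here.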

Other observations

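The test of a row shift in Table 2 and the scaling to 5 housekeeping genes were chosen only after the values were seen.

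The Oct4 transgenic array, on which the paper does not report and whose transgene the series record gives as an OCT4 promoter with a reporter, had 130 genes present (48.5%), a factor of 297 and a lowest present value of 0.828. Pou5f1, which encodes Oct 4, was at 12.1, against 10.0 in WT MDSCs. Snai1, a repressor of epithelial genes, was 4.25-fold higher than in WT MDSCs, at 15.8, the fat cell regulator Pparg 4.82-fold higher, at 5.43, and the receptor Fgfr4 3.61-fold higher, at 4.14. Cyclin D2 (Ccnd2) was at 7.89 and absent in WT MDSCs, at least 11.3-fold higher. The retinaldehyde dehydrogenase Aldh1a1 was at 1.98 and absent on the other 3 arrays. Without background correction the log2 ratios to WT were 1.43 for Pparg, 1.50 for Snai1, 1.08 for Fgfr4 and, within 2-fold, 0.68 for Aldh1a1. Hdac1 was at 0.828, 7.37-fold below WT. Myod1 was at 1.68, Cdh15 at 1.06, Actc1 at 5.23 and Spp1 at 12.2. Gapdh was at 139 ± 3.87 (SD, n = 3 spots) and B2m at 72.2 ± 4.10 (SD, n = 3 spots). Against WT MDSCs, 19 of 144 genes were at least 2-fold higher and 12 lower, and 113 (78.5%) lay within 2-fold; scaled to 5 housekeeping genes, 11 were higher and 24 lower.

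The 8 myogenesis genes had a median log2 ratio of -1.72 in Oct4 transgenic MDSCs, and 0 of 10000 random lists were as low; with absent genes included it was -0.73, and since the paper picked 4 of these genes with the same WT array, it is not independent evidence. The growth factor median was -0.26 (percentile 7.4), with Fgfr4, Pdgfra and Pdgfa higher; Pdgfa, at a log2 ratio of 1.00, came within 2-fold with median scaling, Gapdh alone, no background correction and 5 housekeeping genes. The cell cycle median was 0.27 (percentile 93.8), the Wnt median 0.29 (percentile 89.5) and the pluripotency median 0.11 (percentile 68.5). The housekeeping median was 0.31 (percentile 69.7) and the median of 3 hematopoietic and endothelial genes 0.19. Each of these 5 medians turned negative when scaled to 5 housekeeping genes, which moved the median of present genes by -0.46. The housekeeping genes were there scaled to themselves, so the turn of their own median says little. The BMP median was 0.05 (percentile 58.1) and also turned negative with every other scaling. The Notch median was -0.08 (percentile 35.4) and kept its sign. The cadherin, integrin, catenin and connexin median was -0.02 (percentile 30.5), that of cartilage, bone and matrix -0.10 and the neural median -0.14 (percentile 35.6), and each of these 3 turned positive under at least 1 alternative. The 2 adipose genes, Pparg and Ppard, had a median of 2.07, or 1.56 with lower limits, and no hedgehog gene was present.

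Counting genes at least 2-fold above or at least 2-fold below all 3 other arrays, the WT array had 6 above and 5 below, the Mst KO array 1 (Bmp4) above and 1 (Gja1) below, the mdx array 1 (Mme) above and 0 below, and the Oct4 transgenic array 7 above and 1 below. On the WT array the genes above were Actc1, Spp1, Myod1, Cdh15, Cdh13 and Notch1, and those below were Cdh11, Pdgfra, Cxcl12, Cdkn2b and Cdkn2a, all named after their values were seen. With 1 array per MDSC type, whether the WT culture or the 3 other MDSC types stand apart was not tested.

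In Table 2 the values of Igf1, Jag1, Fzd1 and Notch1 were tested for having been printed 1 row above their gene. Of 8 values, 5 equaled the deposited value of the next gene on the same array to within 0.06. These were 4 of 4 in WT and 1 of 4 in Mst KO MDSCs. The match of Fzd1 in WT MDSCs depends on the tolerance. Its printed 2.7 lay between its own deposited 2.76, just past 0.06 away, and the 2.65 of Notch1. On the same array 3 equaled neither their own nor the next gene's, and the value of Notch1 in WT MDSCs equaled both. The 3 were Igf1 at 4.2, Fzd1 at 2.8 and Notch1 at 2.7 in Mst KO MDSCs. They lay near the deposited WT values of the same genes, at 4.24, 2.76 and 2.65. A shift of whole rows does not account for all 8 values. Whether WT values were printed for Mst KO MDSCs was not tested. The paper's pair of values for Jag1 equals the deposited pair of Fzd1, and its pair printed as BMPR 4, read here as Bmp4, equals that of Myf5.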
